# Ileal bile acid transporter inhibition in *Cyp2c70* KO mice ameliorates cholestatic liver injury

**DOI:** 10.1016/j.jlr.2022.100261

**Published:** 2022-08-05

**Authors:** Jennifer K. Truong, Ashley L. Bennett, Caroline Klindt, Ajay C. Donepudi, Sudarshan R. Malla, Kimberly J. Pachura, Alex Zaufel, Tarek Moustafa, Paul A. Dawson, Saul J. Karpen

**Keywords:** Cytochrome P450, cholesterol 7α-hydroxylase, sterol 12α-hydroxylase, hydrophobicity, detergency, enterohepatic circulation, muricholic acids, chenodeoxycholic acid, biliary cell proliferation, BA, bile acid, CA, cholic acid, CDCA, chenodeoxycholic acid, Ck-19, cytokeratin-19, DCA, deoxycholic acid, HI, hydrophobicity index, IBAT, ileal bile acid transporter, IBATi, ileal bile acid transporter inhibitor, KEGG, Kyoto Encyclopedia of Genes and Genomes, LCA, lithocholic acid, MCA, muricholic acid, RBC, red blood cell, TCA, taurocholic acid, TCDCA, taurochenodeoxycholic acid, TDCA, taurodeoxycholic acid, TUDCA, tauroursodeoxycholic acid, UDCA, ursodeoxycholic acid

## Abstract

Cyp2c70 is the liver enzyme in rodents responsible for synthesis of the primary 6-hydroxylated muricholate bile acid (BA) species. *Cyp2c70* KO mice are devoid of protective, hydrophilic muricholic acids, leading to a more human-like BA composition and subsequent cholestatic liver injury. Pharmacological inhibition of the ileal BA transporter (IBAT) has been shown to be therapeutic in cholestatic models. Here, we aimed to determine if IBAT inhibition with SC-435 is protective in *Cyp2c70* KO mice. As compared to WT mice, we found male and female *Cyp2c70* KO mice exhibited increased levels of serum liver injury markers, and our evaluation of liver histology revealed increased hepatic inflammation, macrophage infiltration, and biliary cell proliferation. We demonstrate serum and histologic markers of liver damage were markedly reduced with SC-435 treatment. Additionally, we show hepatic gene expression in pathways related to immune cell activation and inflammation were significantly upregulated in *Cyp2c70* KO mice and reduced to levels indistinguishable from WT with IBAT inhibition. In *Cyp2c70* KO mice, the liver BA content was significantly increased, enriched in chenodeoxycholic acid, and more hydrophobic, exhibiting a hydrophobicity index value and red blood cell lysis properties similar to human liver BAs. Furthermore, we determined IBAT inhibition reduced the total hepatic BA levels but did not affect overall hydrophobicity of the liver BAs. These findings suggest that there may be a threshold in the liver for pathological accretion of hydrophobic BAs and reducing hepatic BA accumulation can be sufficient to alleviate liver injury, independent of BA pool hydrophobicity.

Bile acids (BAs) are synthesized from cholesterol in all vertebrate species, secreted into bile and empty into the intestine, where they play an important role in the digestion and absorption of lipids and fat-soluble vitamins (1). Beyond their role as detergents, BAs also function as signaling molecules and regulate cellular and whole-body metabolism (2). The amphipathic properties of BAs that enable effective micellization and transport of lipids in aqueous environments such as the biliary tract and gut lumen also confer the potential for cytotoxicity when the normal secretion and compartmentalization of BAs in the enterohepatic circulation is impaired (3, 4). Despite being the subject of considerable study (3, 5, 6, 7), the role of BAs and toxic bile in the pathogenesis of human cholestatic liver disease remains a fundamental unresolved question (8, 9, 10). The use of laboratory animal models, particularly the mouse, has played a significant role in developing our understanding of BA homeostasis and mechanisms of BA-mediated injury (8, 9, 10). Importantly, species-specific differences in BA compositions need to be considered when attempting to use mouse models to understand mechanisms of BA-related disease and injuries in humans (11). These differences include a structurally distinct, more hydrophilic BA composition (2) and a ∼7-fold higher BA biosynthesis rate in mice (50 mg/kg/day) than that in humans (7 mg/kg/day) (12). These differences significantly impact the BA’s physicochemical and signaling properties, metabolism, interaction with the microbiome, and potential for cytotoxicity, thereby presenting translational challenges when attempting to model the BA-induced injury in human cholestatic liver disease (11). Particularly important for the mouse-human BA composition comparisons is the abundant hepatic synthesis of 6-hydroxylated primary BA species (muricholates) in mice, 7α-rehydroxylation of conjugated deoxycholic acid (DCA) and lithocholic acid (LCA) in mice but not humans, and the amino acid specificity for N-acyl-amidation (conjugation) of the BA side chain in mice (almost exclusively taurine conjugates) versus humans (∼2.5:1 mixture of glycine to taurine conjugates in bile) (11).

The cytochrome P450, Cyp2c70, was recently identified as the enzyme responsible for muricholate synthesis in mice (13, 14, 15, 16), converting chenodeoxycholic acid (CDCA) (3α,7α-hydroxy) and ursodeoxycholic acid (UDCA) (3α,7β-hydroxy) to α-muricholic acid (MCA) (3α,6β,7α-hydroxy) and β-MCA (3α,6β,7β-hydroxy) (17). As a result of the step catalyzed by Cyp2c70 during primary BA synthesis, hydrophilic and less injurious 6-hydroxylated MCAs constitute almost half of the circulating BA pool in mice. In contrast, MCAs are not present in the BA pool of humans, who lack *Cyp2c70* or a gene that performs a similar enzymatic function. To better model the role of the more hydrophobic and injurious human BA pool in the pathogenesis of disease, several groups have begun characterizing *Cyp2c* locus and *Cyp2c70* KO mice, models with a more human-like BA composition (13, 16, 17, 18). *Cyp2c70* KO mice spontaneously develop neonatal cholestasis, as evidenced by significant increases in serum biomarkers and changes in histology and gene expression characteristic of cholestatic liver injury (14, 17). The liver injury phenotype was quantitatively more severe in female mice, however, male mice also exhibited significant liver damage. The absence of protective MCAs and increased production of CDCA contributes to the increased hydrophobicity and cytotoxicity of the BA pool, resulting in hepatic injury and BA retention. Indeed, treatment of *Cyp2c70* KO mice with the hydrophilic BA UDCA reduced the hydrophobicity of the BA pool and normalized liver histology and hepatic injury markers (18). In the present study, we explored the concept that the BA contribution to liver injury extends beyond their hydrophobicity. Common to the reported *Cyp2c70* KO mouse models generated is an increase in the liver total BA content (13, 17, 18). In the *Mdr2* KO (*Abcb4* KO) model of cholestatic liver injury and sclerosing cholangitis, pharmacological inhibition of the ileal BA transporter (IBAT/ASBT; *Slc10a2*) increases fecal BA elimination, leading to reductions in liver BA concentrations and improvement in biomarkers of hepatocellular and cholestatic damage (8, 19). IBAT inhibitors are being evaluated in clinical trials as an anticholestatic therapy (20) and have demonstrated clinical benefit in children and been approved for the treatment of progressive familial intrahepatic cholestasis and Alagille syndrome (21, 22). In the following study, we tested whether blocking IBAT-mediated return of BAs to the liver in the enterohepatic circulation would be protective in *Cyp2c70* KO mice and investigated the predicted cytotoxicity of the humanized BA pool composition in this model. IBAT inhibition did not change the overall hydrophobicity of the liver-associated BAs but significantly reduced the liver accretion of BAs in *Cyp2c70* KO mice leading to normalization of liver histology, gene expression, and serum biomarkers of liver injury to WT levels.

## Materials and methods

### Materials

The IBAT inhibitor (IBATi) SC-435; (4R,5 R)-5-[4-[4-(1-aza-4-azoniabicyclo[2.2.2]octan-4-yl)butoxy] phenyl]-3,3-dibutyl-7,8-dimethoxy-1,1-dioxo-4,5-dihydro-2H-1λ6-benzothiepin-4-ol was received as a research gift from Shire Pharmaceuticals.

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committees at Emory University. *Cyp2c70* KO mice (C57BL/6 background) were generated by Gene Edit Biolabs (Atlanta, GA) using CRISPR-Cas9 technology by microinjecting Cas9/gRNA into single-cell stage mouse embryos to produce founder (F0) mice. 

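*Cyp2c70* (ENSMUSG00000060613) lies on the minus strand of chromosome 19 in GRCm38, from 40153353 to 40187333. Its protein-coding transcript in the GENCODE annotation has 9 exons and 1717 nucleotides. Exon 2 runs from 40183866 to 40184028, and its 163 bases make up 9.49% of that transcript. The length of exon 2 leaves a remainder of 1 when divided by 3, so joining exon 1 to exon 3 shifts the reading frame. The annotation lists 4 transcripts of the gene, of which 2 contain exon 2. Of the 2023 words of 50 bases in these transcripts, 0 occur in the transcripts of another gene, while 8 of the 1998 words of 25 bases do. Reads from liver RNA-Seq of 12-week-old mice were counted over the whole gene and expressed as CPM, edgeR's counts scaled to a common library size after TMM normalization. In chow-fed females, *Cyp2c70* was at 710 ± 107 CPM (SD, n = 4) in WT mice and 163 ± 14.0 CPM (SD, n = 4) in KO mice. The log2 fold change was -2.10 (standard error 0.13, adjusted p = 0.000102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 16205 genes). In chow-fed males, the level was 621 ± 98 CPM (SD, n = 4) in WT mice and 172 ± 15.3 CPM (SD, n = 4) in KO mice. The log2 fold change in males was -1.81 (standard error 0.19, adjusted p = 0.00563 over 15862 genes, same edgeR test). In both sexes every KO mouse on chow was below every WT mouse on chow (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). KO mice fed chow with the IBAT inhibitor SC-435 were at 141 ± 10.6 CPM (SD, n = 4) in females and 124 ± 18.3 CPM (SD, n = 4) in males. Leaving out each library in turn kept the log2 fold change between -2.19 and -2.01 in females and between -1.89 and -1.71 in males. Because the deposited values count reads per gene, they do not tell how many of the reads in KO mice fall on exon 2.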

A strategy targeting exon 2 of *Cypc270* was used and followed the approach described by Honda *et al.* (14). The plasmid DNA J1-3 encoding the gRNA and Cas9 was used for microinjection. The *Cyp2c70* gRNA right target sequence was AGATGATTATTAGTGTA and the left target sequence was CTCTTGTCACTGTTCCA. The resulting F0 mouse encoded a deletion of 1,277 bp that included the entire targeted region encompassing exon 2 (supplemental Fig. S1A). The mice were genotyped by real-time quantitative PCR and DNA sequencing. The primers used to detect the WT *Cyp2c70* allele were forward primer 5′-TCTTCTTGCCTTCAACAGCA-3′ and reverse primer 5′-AACCATTGCACAGAGCACAG-3′ and yielded a product size of 662 bp. To detect the mutant *Cyp2c70* allele encoding the exon 2 deletion, the same forward primer was used with reverse primer 5′-GAAAGCCCATGAGAGAGGAA-3′ and yielded a product size of 350 bp (supplemental Fig. S1B). The F0 mouse was bred to the next generation (F1) and subsequent offspring from F4-F5 were confirmed by genotyping. The male and female WT and *Cyp2c70* KO mice were born at expected Mendelian ratios and used for our in vivo studies. The female breeding mice were fed ad libitum rodent breeder chow (21% of calories as fat; PicoLab Diet 20 No. 5058; PicoLab Cat. No. 0007689) and maintained in cages with standard bedding (one-eighth” Bed-O-Cobbs; Andersons Lab Bedding Products) and pulp cotton fiber nesting material (Nestlets; Anacare). The offspring were weaned at 4 weeks instead of 3 weeks of age since this appeared to improve viability, in agreement with the reported findings for an independent line of *Cyp2c70* KO mice (18). Absence of Cyp2c70 protein in livers of *Cyp2c70* KO mice was confirmed by Western Blot analysis using an antibody raised against amino acids 366–390 (24 amino acids, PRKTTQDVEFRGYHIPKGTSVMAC) (23) (supplemental Fig. S1C). The WT and *Cyp2c70* KO mice were maintained on a C57BL/6 background. The adult mice were maintained on ad libitum rodent chow (13% of calories as fat; PicoLab Rodent Diet 20; LabDiet) and group-housed in ventilated cages (Super Mouse 750 Microisolator System; Lab Products) containing standard bedding at 22°C in the same 12:12h light/dark cycle–controlled room of animal facility to minimize environmental differences. For the study, male and female WT and *Cyp2c70* KO mice were fed chow or chow plus 0.006% (w/w) SC-435, which provided approximately 11 mg/kg/day of the IBATi (24).

### Mouse sample collection and analysis

The mice were fed ad libitum and not fasted prior to blood collection and euthanasia to collect tissues. Mouse blood was collected into MiniCollect Z Serum Separation tubes (Greiner Bio-One #450472) from the submandibular vein. The serum was isolated by centrifugation at 1500 g for 20 min at room temperature. Serum chemistries including alkaline phosphatase, alanine aminotransferase (ALT), aspartate aminotransferase (AST), and BAs were measured at the Emory University Department of Animal Resources Quality Assurance and Diagnostic Laboratory using an Alfa Wassermann Vet Axcel chemistry analyzer. Tissue collection: following euthanasia under isoflurane anesthesia, the mouse livers were perfused with 3 ml of PBS and harvested. After weighing, the liver tissue was subdivided as previously described (25). Lobes 2 and 5 were flash frozen in liquid nitrogen for Western Blot and RNA analysis. Lobe 4 was embedded in optimal cutting temperature compound for frozen section preparation. The remainder of the liver lobes (1, 3, 6, and 7) were used for histological analysis. Mouse spleens were also harvested and weighed.

### Histological analysis and immunohistochemistry

The liver samples were fixed in 10% neutral formalin (Sigma-Aldrich) for 24 h, transferred to 70% ethanol, embedded in paraffin, and processed for sectioning by Children’s Healthcare of Atlanta Pathology Services. Histological sections (5 μm) were cut. Consecutive sections were used for staining with H&E and Sirius Red. For immunohistochemistry, liver section slides were deparaffinized and subjected to antigen retrieval using Rodent Decloaker (Biocare #RD913M). To block endogenous peroxides, the sections were incubated for 15 min in BLOXALL Readymade Solution (Vector Labs #SP6000). The sections were washed with MilliQ water and then incubated in Powerblock solution (Biogenex #HK0855K) for 15 min, followed by incubation with 3% donkey serum diluted in PBS for 1 h at room temperature. The slides were subsequently incubated with primary antibody overnight at 4°C (1:500 Ck-19 Abcam #ab52625, 1:100 F4/80 Cell Signaling #70076). The following day, slides were washed 3 times in PBS with 0.1% Tween 20 for 5 min, incubated in Signal Stain Boost IHC detection (Cell Signaling #8114) for 45 min, and washed. The color was developed using Signal Stain DAB substrate (Cell Signaling #11725) and counterstained with hematoxylin (Sigma #HHS16) for 30 s. The slides were dehydrated with increasing ethanol concentrations (70%–100%) and placed in xylene. The slides were then mounted using Vectamount Permanent Solution (Vector Labs #H5000).

### Image analysis

Immunohistochemistry slides were scanned with the 40X objective using NanoZoomer (Hamamatsu). Quantification of Sirius Red staining and immunohistochemistry for cytokeratin-19 (Ck-19) and F4/80 was performed using the latest QuPath release (version 0.2.3) (26). Briefly, Ck-19 and F4/80 immunohistochemistry slides were scanned (ndpi files) and imported into QuPath. The entire tissue section was selected as a single annotation using the built-in Magic Wand tool. For Ck-19 and F4/80 slides, cell counts were carried out using the positive cell detection tool to identify hematoxylin-stained nuclei and then thresholding for DAB positive-staining cells to determine the number of DAB-positive cells/mm^2^ tissue. Identical settings and thresholds were applied to all slides for a given stain and experiment. Positive Sirius Red staining was quantified using the pixel classification tool with a residual threshold of -0.12. Sirius Red positive tissue was expressed as the percent of pixels above the threshold for the total tissue area examined. All slides for a given experiment were set to specific parameter thresholds with minimal adjustments for staining variation.

### Gene expression measurements

Total RNA was extracted from frozen liver tissue using TRIzol reagent (Invitrogen, Carlsbad, CA) and a RNeasy Mini Kit (Qiagen), and cDNA was generated using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Real-time PCR was performed on a QuantStudio™ 5 Real-Time PCR System (Applied Biosystems) using a SYBR Green qPCR Master Mix (Bimake.com). Quantification of relative gene expression was conducted by calculating fold change relative to cyclophilin D as a reference gene using the ΔΔ C(t) method. The mouse primer sets used are listed in the supplemental methods. For RNA-Seq and gene set enrichment analysis, total RNA was extracted from frozen liver tissue using TRIzol reagent (Invitrogen, Carlsbad, CA). RNA-Seq libraries were prepared by Novogene Co., Ltd and sequenced on an Illumina HiSeq1000 system. Differential expression analysis was performed using the DESeq2 R package of Bioconductor (27). The resulting *P* values were adjusted using the Benjamini-Hochberg procedure to control for the false discovery rate (28). Differentially expressed genes with a log2 fold change > 1.0 and adjusted *P* < 0.05 (multiple testing false discovery rate 5%) were selected for functional annotation (GEO series accession number: GSE183251). Pathway analysis of the RNA-Seq data was performed using MetaCore (GeneGo Inc, Saint Joseph, MI) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Database for Annotation, Visualization, and Integrated Discovery (DAVID) (29, 30).

### Protein expression measurements

For Western blot analysis, total protein extracts were prepared from flash frozen liver tissue by homogenization in RIPA buffer (30 mM Hepes pH 7.4, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, 5 mM EDTA), supplemented with a combined protease and phosphatase inhibitor cocktail. Proteins were reduced and denatured in Laemmli sample buffer containing fresh DTT, resolved on 4%–12% Bis-Tris gels, transferred to nitrocellulose membranes, immunodetected with antibodies, and imaged using a ChemiDoc system (BioRad). The source of the primary and secondary antibodies used in the study are provided in the Supplemental Information, supplemental Table S2.

### Liver BA determination

The liver BA content was measured using previously described methods (31). Briefly, frozen liver tissue samples (40–60 mg each) were extracted using Folch’s extraction procedure to remove apolar lipids (lower phase) and precipitated proteins (interphase) before the addition of deuterated internal standards (32). Analytes were separated by HPLC using a C18 reversed phase column prior to quantification by mass spectrometry using a combination of deuterium-labeled internal standards and unlabeled standards. The following BAs were measured: cholic acid (CA), UDCA, CDCA, DCA, LCA, and their glycine and taurine conjugates; as well as αMCA, βMCA, γMCA (hyocholic), ωMCA, and their taurine conjugates.

### Red blood cell lysis assay

Whole blood is harvested from an anesthetized adult C57BL/6 mouse by cardiac puncture and collected into a tube with EDTA at a final concentration of 1.8 mg/ml (5 mM). Whole blood is centrifuged at 2500 rpm for 5 min at room temperature. The plasma and buffy coat are aspirated off, and the red blood cell (RBC) pellet is resuspended in buffer A (10 mM CaCl_2_, 150 mM NaCl, 25 mM glucose, 10 mM Tris-HCl, pH 7.4) at a ratio of 10 ml of buffer A per 1 ml of packed RBCs. Calcium at a final concentration of 10 mM was included to enhance the hemolytic activity of the BAs (33). The cells were washed 3 times in buffer A by centrifuging at 2500 g for 5 min. After the final wash, RBCs were resuspended in buffer A (1 ml of packed RBCs is diluted up to a final volume of 40 ml) and kept on ice until ready to use. Taurine- and glycine-conjugated BA sodium salts were dissolved in buffer A and diluted to the desired final BA concentration in a 150 μl total volume and added to round bottom 96-well plates prior to the addition of 142 μl of washed RBC suspension. The mixture was then incubated at 37°C for 30 min. After incubation, the plate is centrifuged at 4500 g for 5 min at room temperature to pellet unlysed cells. A 100 μl aliquot of the supernatant containing the free hemoglobin released from lysed RBCs is transferred to a clear, flat bottom 96-well plate and absorbance is read at 515 nm. Hemolysis for the individual BAs or BA mixtures is reported as percent of the RBC lysis induced by the positive control (0.1% Triton-X 100).

### Cell culture, MTT, and lactate dehydrogenase assays

Alpha mouse liver 12 cells (AML12, ATCC) were used to measure BA toxicity. AML12 cells were cultured at 37°C in 5% CO_2_ and maintained in DMEM (4.5 g/l glucose) supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin, and 20 mM L-glutamine. For the cell viability assays, AML12 cells were plated on collagen I–coated 96-well plates at a density of 10,000 cells/well. The next day, the cells were preincubated in complete medium containing the indicated BAs for 1 h and then treated for 2 h with a final concentration of 1 mg/ml of the MTT reagent (3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium-bromide) (Molecular Probes™ M6494). Absorbance of each well was read using a BioTek™ Synergy™ HTX Multi-Mode Microplate (Molecular Devices, Sunnyvale, CA) at a wavelength of 570 nm and the percent cell viability reported was normalized to vehicle control. To measure lactate dehydrogenase release, parallel 96-well plates of AML12 cells were preincubated for 4 h in complete media containing the indicated BAs and then for 30 min with reagent as according to manufacturer’s protocol (BioLegend, catalog #42640). Following the addition of stop solution, absorbance was measured at 490 nm and cytotoxicity was reported relative to internal high and low controls.

### Statistical analyses

For the box and whisker plots, median values (line), interquartile range (boxes), and min to max values (whiskers) are shown. For the liver BA composition analysis and BA toxicity assays, mean value ± SD is shown. The data were evaluated for statistically significant differences using the Mann-Whitney test, the two-tailed Student’s *t* test, ANOVA and Tukey-Kramer honestly significant difference post-hoc test or Sidak’s multiple comparisons test (GraphPad Prism; Mountain View, CA). Differences were considered statistically significant at *P* < 0.05.

## Results

### IBAT inhibition protects against *Cyp2c70* deficiency-associated liver disease

To determine whether interrupting the enterohepatic circulation of BAs with an IBATi is protective against development of the liver injury associated with *Cyp2c70* deficiency, male and female WT and *Cyp2c70* KO mice were fed chow or chow supplemented with 0.006% SC-435 (∼11 mg/kg/day) for 8 weeks as outlined in Figs. 1A and S2A. In agreement with previously reported studies (14, 18), the liver injury phenotype is more pronounced in female *Cyp2c70* KO mice. For clarity, figures in the main text show the results for female mice and findings for male mice are presented in the Supplemental Materials. The body weights of *Cyp2c70* KO mice–fed chow or chow plus IBATi were lower than WT mice at 4 weeks of age (supplemental Fig. S1D), becoming similar to WT mice by 12 weeks for both female (Fig. 1B) and male (supplemental Fig. S2B) mice. As previously reported, the liver to body weight ratio (Figs. 1C and S2C) is significantly elevated in *Cyp2c70* KO mice. In addition, *Cyp2c70* KO mice had a significantly higher spleen to body weight ratio, which suggests the presence of liver injury–associated portal hypertension in these animals (Figs. 1D and S2D) (34). Treatment with IBATi blocked the increase in liver and spleen weights in *Cyp2c70* KO mice. Female and male *Cyp2c70* KO mice maintained on chow diet exhibited strongly elevated serum levels of liver injury markers as compared to WT mice. This included levels of alkaline phosphatase, an indicator of cholestatic liver injury, which were significantly elevated in female (Fig. 2A) and male (supplemental Fig. S3A) *Cyp2c70* KO compared to WT mice of the same age. The same trend was observed for serum levels of the liver cytosolic enzymes ALT (Figs. 2B and S3B) and AST (Figs. 2C and S3C) and for BAs (Figs. 2D and S3D) in female and male *Cyp2c70* KO mice. This robust increase of these liver injury markers (Figs. 2 and S3) was successfully blocked with IBAT inhibition.

**Fig. 1:**
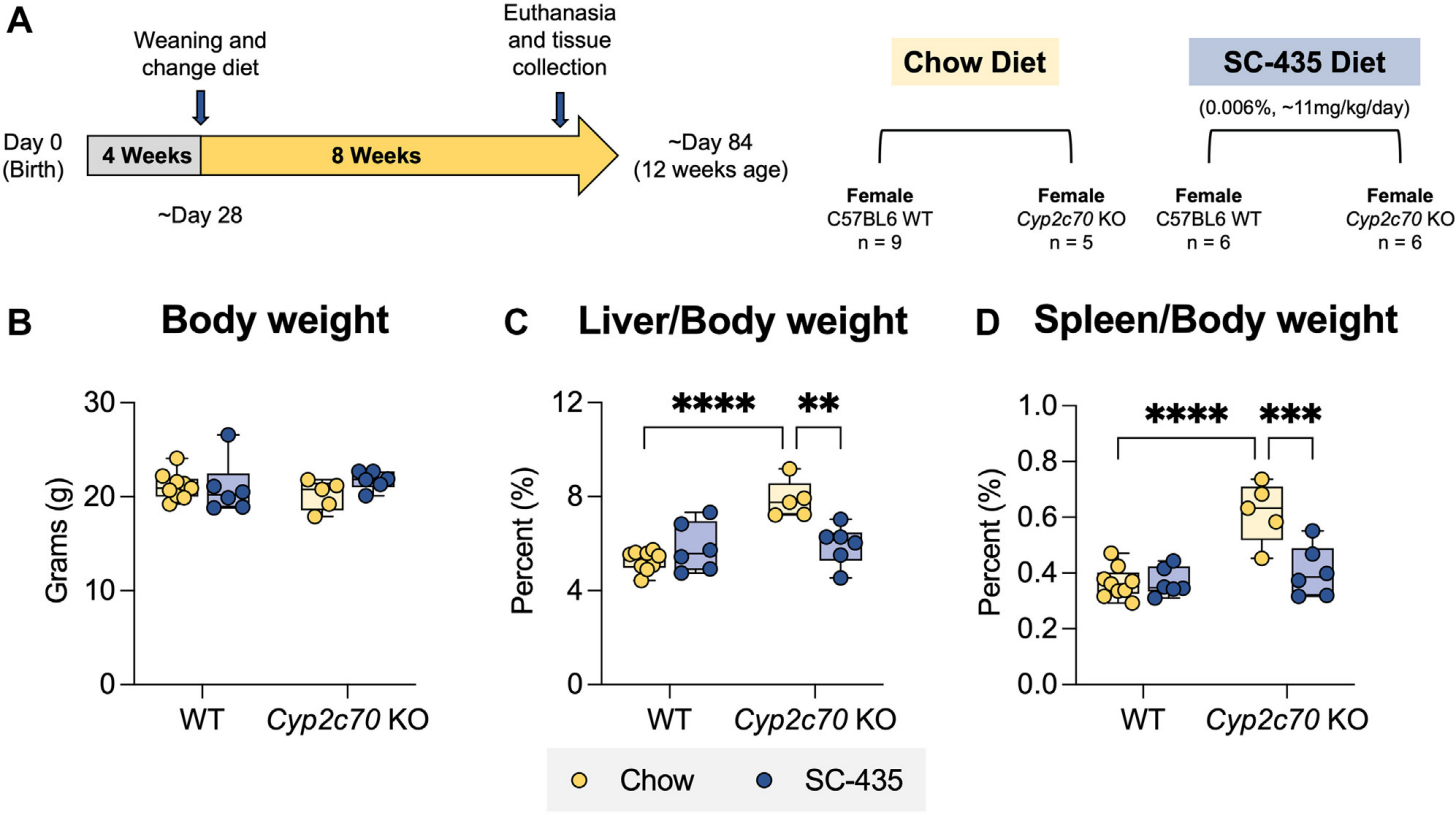
Liver and spleen weights are elevated in female *Cyp2c70* KO mice. A: Experimental scheme. Mice are weaned at 4 weeks and maintained on chow or switched to SC-435 diet until sacrifice and tissue was collected at 12 weeks of age. B: Body weights. C: Liver/Body weights. D: Spleen/Body weights. Asterisks indicate significant differences between groups. Median values (line), interquartile range (boxes), and min to max values are shown (*∗∗P* < 0.01, ∗∗∗*P* < 0.001, ∗∗∗∗*P* < 0.0001); n = 5–9 mice per group.

**Fig. 2:**
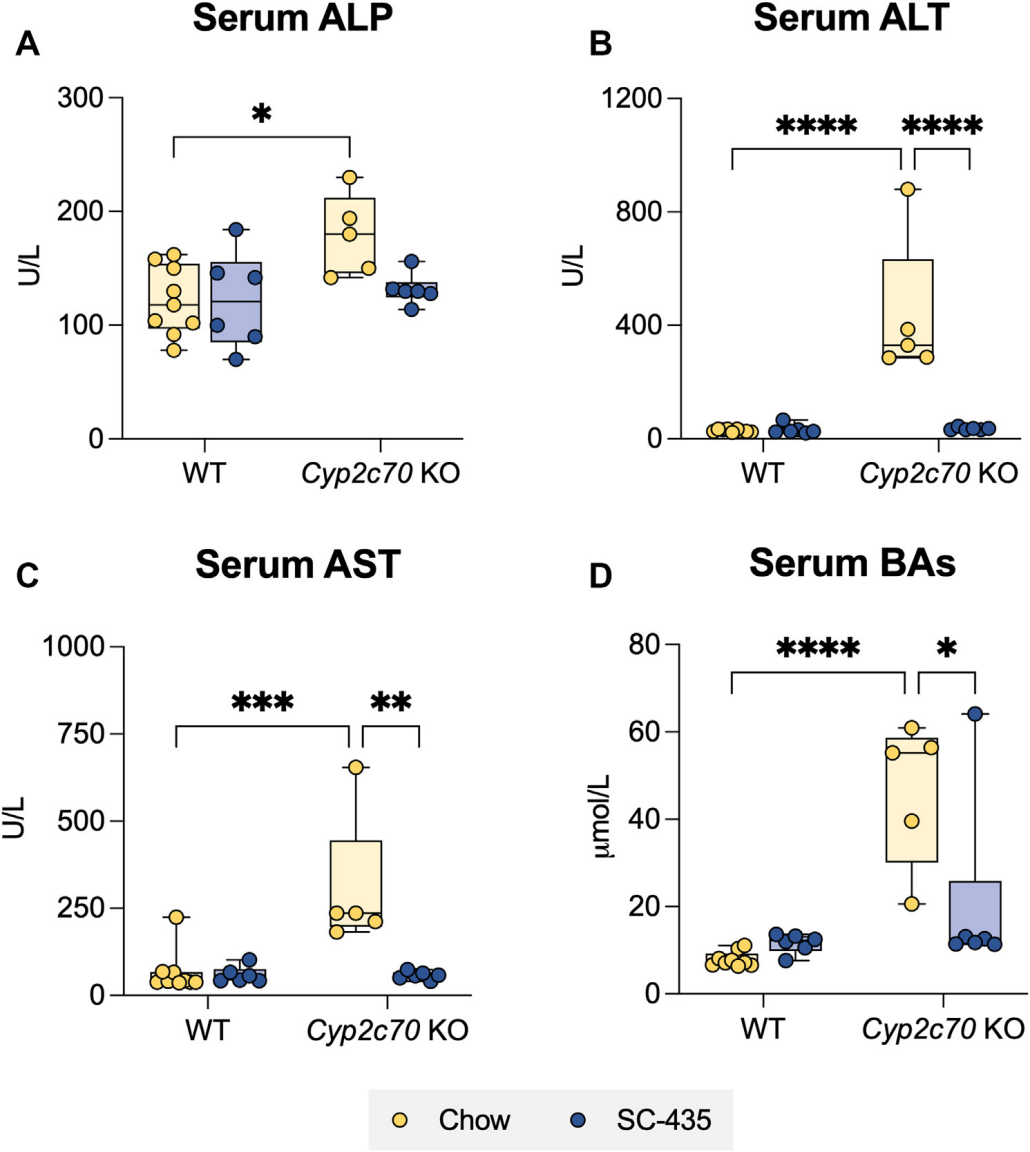
Female *Cyp2c70* KO mice have elevated serum liver injury markers and are protected from cholestatic injury by the IBAT inhibitor SC-435. A: Serum alkaline phosphatase (ALP). B: Serum alanine aminotransferase (ALT). C: Serum aspartate aminotransferase (AST). D: Serum bile acids (BAs). Asterisks indicate significant differences between groups. Median values (*line*), interquartile range (*boxes*), and min to max values are shown (*whiskers*) (*∗P < 0.05, ∗∗P* < 0.01, ∗∗∗*P* < 0.001, ∗∗∗∗*P* < 0.0001); n = 5–9 mice per group. IBAT, ileal BA transporter.

At 12 weeks of age, female *Cyp2c70* KO mice exhibited many characteristic histological features of cholestatic liver injury, as measured by immunohistochemistry for Ck-19 delineating ductular reaction and F4/80 for macrophage infiltration and Sirius Red staining for collagen deposition (Fig. 3A). QuPath-mediated analysis of the liver images revealed that IBAT inhibition attenuated the increase in biliary cell proliferation (Ck-19, Fig. 3B), macrophage infiltration (F4/80, Fig. 3C), and fibrosis (Sirius Red, Fig. 3D) observed in *Cyp2c70* KO mice to levels indistinguishable from WT mice. Findings for the male cohort of *Cyp2c70* KO mice were similar; however, the magnitude of the histological changes was less pronounced than that observed for female *Cyp2c70* KO mice (supplemental Fig. S4A, D). To complement the histological findings, expression of marker genes for hepatic inflammation, fibrosis, and biliary proliferation were measured. Quantitative real time PCR measurements revealed that liver mRNA levels of interleukin 1 beta (Fig. 4A), transforming growth factor beta (Fig. 4B), type I collagen (Fig. 4C), tissue inhibitor matrix metalloproteinase-1 (Timp-1, Fig. 4D), and Ck-19 (Fig. 4F) were significantly elevated in female *Cyp2c70* KO mice and restored to WT levels with IBAT inhibition. In contrast, no significant change was observed in mRNA levels of α smooth muscle alpha-actin (Fig. 4E). In the male cohort of *Cyp2c70* KO mice, liver mRNA levels for transforming growth factor beta, tissue inhibitor matrix metalloproteinase-1, and Ck-19 were significantly increased, with a trend toward increased *Col1al* mRNA, and no significant changes observed in the mRNA levels of interleukin 1 beta and α smooth muscle alpha-actin. As in the female cohort, IBAT inhibition blocked the increase in expression of these liver injury markers in the male *Cyp2c70* KO mice (supplemental Fig. S5A, F).

**Fig. 3:**
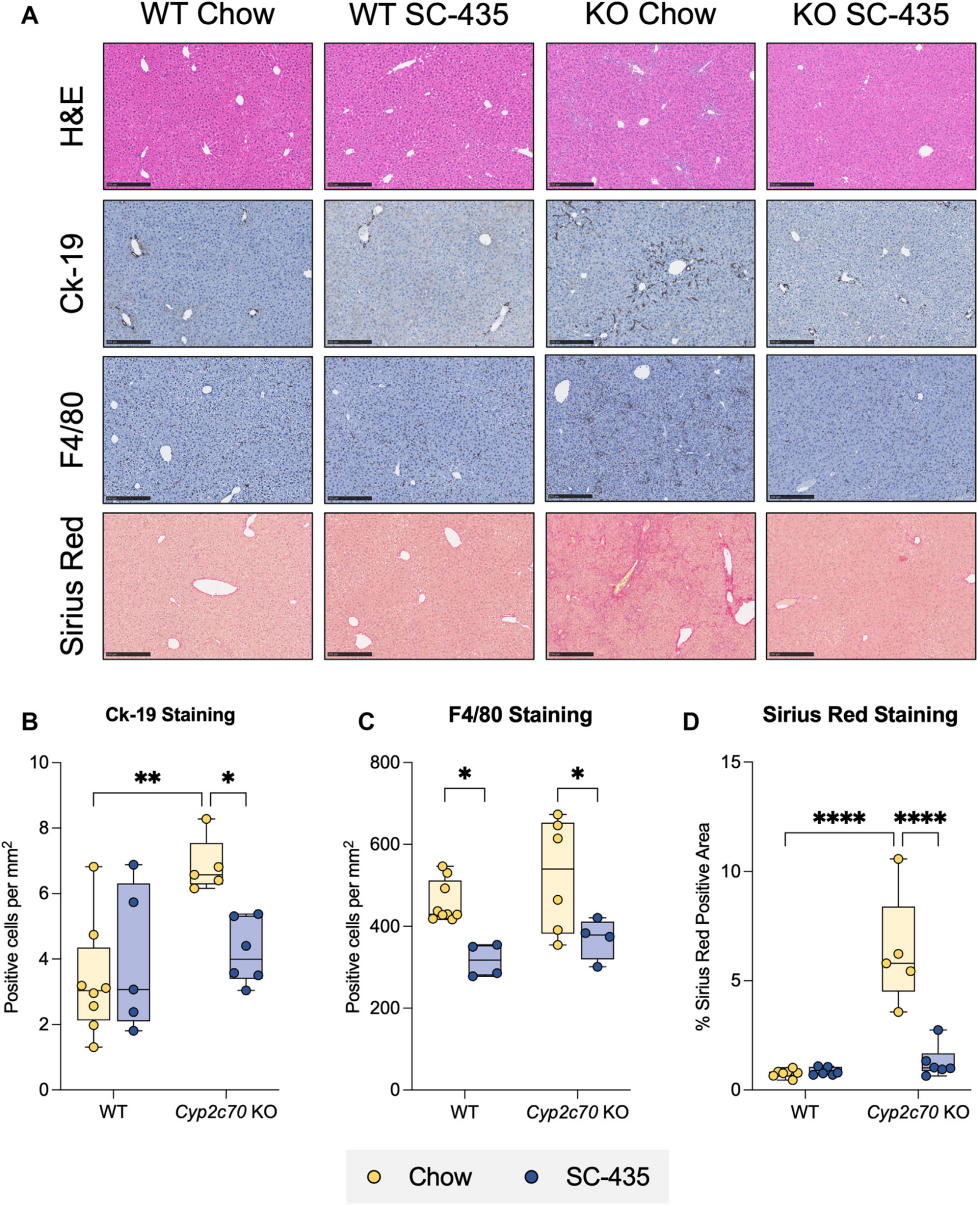
Immune and fibrotic responses in female *Cyp2c70* KO mice are alleviated with SC-435 treatment. A: Morphological response to SC-435 treatment in WT and *Cyp2c70 KO* mice. From top to bottom panel: Hematoxylin and eosin (H&E), Cytokeratin-19 (Ck-19), F4/80, and Sirius Red–stained liver sections (original magnification 10X) from the indicated genotypes and treatments groups. *Scale bar*, 250 μm. Quantification of positive B: Ck-19, C: F4/80 cells per mm^2^, and D: Percent Sirius Red positive area of the entire liver section. Asterisks indicate significant differences between groups. Median values (*line*), interquartile range (*boxes*), and min to max values are shown (*whiskers*) (∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗∗*P* < 0.0001); n = 5–9 mice per group.

**Fig. 4:**
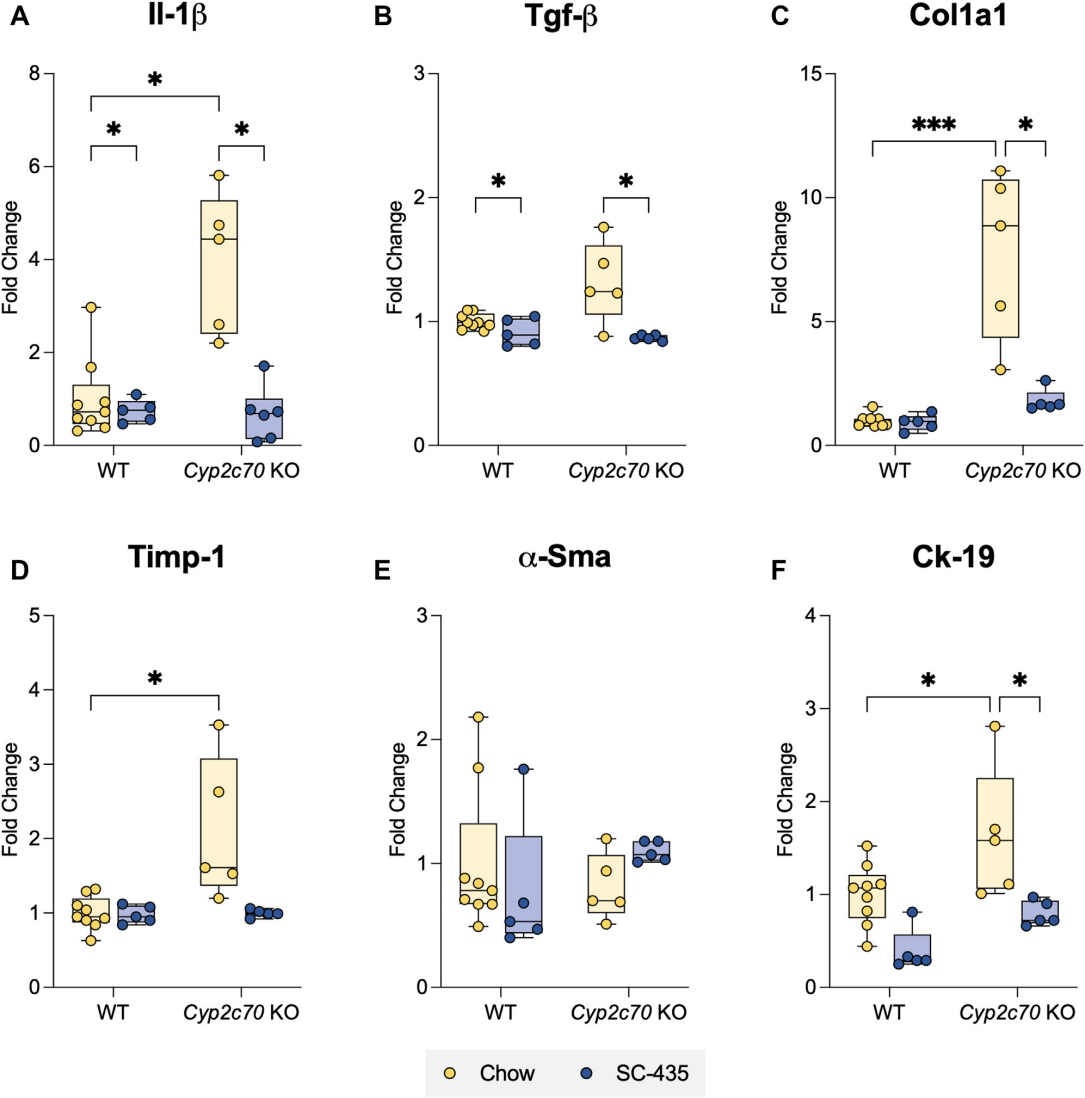
Increased hepatic expression of inflammation and fibrosis-related genes in female *Cyp2c70* KO mice is alleviated with SC-435 treatment. A: Il-1β, B: Tgf-β, C: Col1a1, D: Timp-1, E: α-Sma, and F: Ck-19 gene expression. RNA was isolated from the livers of individual mice and used for real-time PCR analysis. The mRNA expression was normalized using cyclophilin and the results for each gene are expressed relative to chow-fed WT mice. Asterisks indicate significant differences between groups. Median values (*line*), interquartile range (*boxes*), and min to max values are shown (*whiskers*) (∗*P* < 0.05, ∗∗∗*P* < 0.001); n = 5–9 mice per group. Il-1β, interleukin 1 beta; Tgf-β, transforming growth factor beta; Col1a1, type I collagen; Timp-1, tissue inhibitor matrix metalloproteinase-1; α-Sma, α smooth muscle alpha-actin.

### IBAT inhibition reduces expression of inflammatory pathway genes

To identify pathways that may underlie the IBATi’s therapeutic benefit, RNA-Seq analysis was performed using livers from female and male WT and *Cyp2c70* KO mice–fed chow or SC-435-containing chow diet (Fig. 5). 

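Livers of 32 mice were sequenced, 4 for each combination of sex, genotype and diet, at 12 weeks of age. SC-435 inhibits the ileal bile acid transporter and was given as 0.006% of the chow, about 11 mg/kg/day. The authors deposited the number of reads counted on each of 54532 genes in each mouse, without normalization, and FPKM values. Their own DESeq2 comparisons are part of the same deposit. Between 36476021 and 44771350 reads per mouse were counted on genes, with a median of 42232543. The group medians ran from 39707282.5 in male WT mice fed SC-435 to 43973139 in female KO mice fed chow. No read was counted on 22412 of the genes in any mouse. Where a group had 3 counts or fewer in each mouse, its level was bounded at 3 counts in the smallest library of the group. Scaled by total counts without TMM normalization, this was at most 0.0822 CPM, a bound for counting error only. With TMM normalization, 3 counts reach 0.114 CPM in replicate 1 of the male WT mice on chow. Each pair of groups was compared with edgeR's quasi-likelihood test on its 8 libraries, after TMM normalization and edgeR's filter on low counts (filterByExpr). A gene was called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The tests, the lists of genes and the alternative settings were chosen before the data were examined, except where stated. Counts were also simulated for each gene from its mean and dispersion in the 8 libraries. In them, 200 genes with a mean of at least 50 counts were changed by a log2 fold of 2 or 3. Of these, edgeR called 194 in females with 2 wrong calls, and 179 in males with 9 wrong calls. The simulation draws genes independently, so it lacks deviations that many genes of a library share. It also leaves open how folds near the threshold or genes with few counts are called. Levels of the X-linked transcript *Xist* were between 520 and 970 CPM in females and at most 0.202 CPM in males. Replicate 1 of the male WT mice fed chow stood apart from the other 3 mice of its group, with a TMM factor of 0.639 against 0.955 to 1.01 and a mean correlation of log2 CPM with its group of 0.867 against 0.945 to 0.950. It was kept in the comparisons, and the counts of genes and overlaps that use it, and the fold changes of the named genes and lists between male KO and WT mice on chow, were also computed without it.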

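The comparison of chow-fed female *Cyp2c70* KO and WT mice covered 16205 genes. Of these, 919 were called higher and 163 lower in KO mice. Scaling by total counts alone in place of TMM moved the first count most, to 1360 higher and 119 lower, and it moved the median log2 fold change of all genes by 0.19. The second was moved most by limma's voom with a quality weight per library, chosen after the data were seen, with 1242 higher and 345 lower. The counts also depended on single KO mice: without KO chow replicate 2 there were 632 higher and 92 lower, and without KO chow replicate 4 there were 1252 higher and 344 lower. Of the genes called here, 915 of the higher and 156 of the lower were also called in the authors' deposited comparison. The largest rises among well-counted protein-coding genes whose groups did not overlap were those of *Lrtm2*, *Gpnmb* and *Ly6d*. *Lrtm2* (ENSMUSG00000055003, chromosome 6 from 119315133 to 119330766) was at 31.9 ± 16.1 CPM (SD, n = 4) in KO mice and 0.109 ± 0.118 CPM (SD, n = 4) in WT mice. Its log2 fold change was 8.16 (standard error 0.62, adjusted p = 0.00028 from edgeR with Benjamini-Hochberg adjustment). The log2 fold changes of *Gpnmb* and *Ly6d* were 7.27 (standard error 0.99) and 6.30 (standard error 0.94). The largest falls were those of *Mup7* at -5.86 (standard error 1.55), *Fam19a2* at -5.41 (standard error 0.42) and *Hsd3b5* at -5.30 (standard error 1.10). The call of *Mup7* (adjusted p = 0.0306 from edgeR) was lost without KO chow replicate 1, 2 or 3 or WT chow replicate 2, with adjusted p values of up to 0.0963. The calls of *Mup7* and *Hsd3b5* were also lost under voom with quality weights. Over the alternatives that kept all libraries, the adjusted p ran from 0.0035 to 0.219 for *Mup7* and from 2.57e-05 to 0.138 for *Hsd3b5*.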

Identification of differentially expressed genes with a log2 (fold-change) > 1 and adjusted *P* < 0.05 in female chow-fed *Cyp2c70* KO versus chow-fed WT mice revealed 216 genes were downregulated and 1138 genes were upregulated in *Cyp2c70* KO versus WT mice (total of 1354 differentially expressed genes). Using the same approach, female *Cyp2c70* KO mice–fed chow versus SC-435 were also compared. In that analysis, 721 genes were downregulated and 414 genes were upregulated in *Cyp2c70* KO mice by the SC-435 treatment (1135 total differentially expressed genes).

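With SC-435, 344 of 16332 genes tested were called higher and 604 lower than in chow-fed female KO mice. The edgeR calls shared 335 of the higher and 576 of the lower genes with the authors' deposited comparison. Without KO chow replicate 4, 586 genes were higher and 919 lower, while the lowest counts were 256 higher without KO SC-435 replicate 2 and 325 lower without KO chow replicate 2. Among the alternatives that kept all libraries, voom with quality weights moved the counts most, to 531 higher and 933 lower. Scaling by total counts alone moved the median log2 fold change of all genes by -0.16. *Fam19a2* (ENSMUSG00000044071, chromosome 10 from 123263996 to 123741204) rose from 0.104 ± 0.0478 CPM (SD, n = 4) to 13.9 ± 1.75 CPM (SD, n = 4), a log2 fold change of 7.04 (standard error 0.25, adjusted p = 6.9e-07 from edgeR with Benjamini-Hochberg adjustment). Next among the rises was *Sult2a5* at 5.33 (standard error 0.48), after *Sult2a1*. The largest falls were those of *Gpnmb* at -5.83 (standard error 0.89), *Sprr1a* at -5.34 (standard error 0.74) and *Cpe* at -5.09 (standard error 0.82). These genes were called under every alternative, with log2 fold changes between -6.02 and -5.30 for *Gpnmb* and between 6.87 and 7.14 for *Fam19a2*.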

**Fig. 5:**
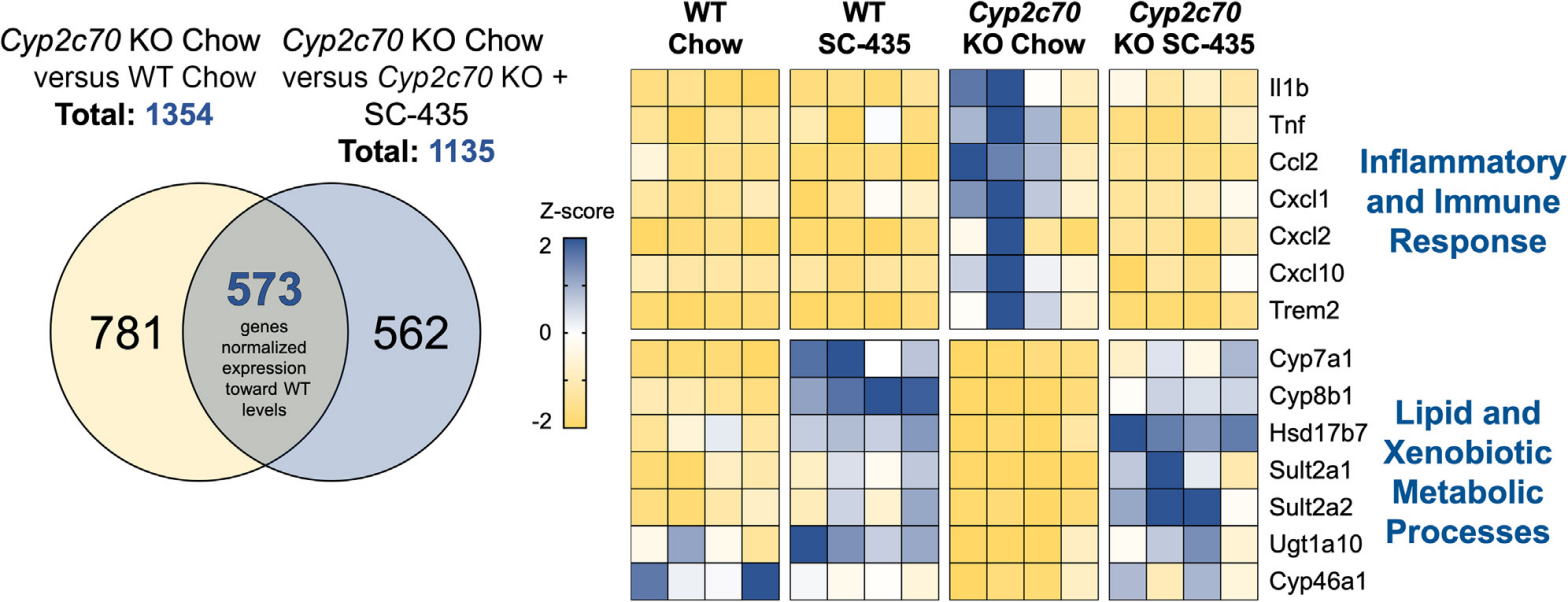
Female mouse liver RNA-Seq analysis. Venn diagram showing the number of differentially expressed genes identified in *Cyp2c70 KO* mice versus WT and *Cyp2c70* KO mice–fed chow versus chow plus SC-435. Intersection represents the subset of genes (488 downregulated plus 85 upregulated) whose expression is normalized toward WT levels. Change in expression is displayed as change in Z-score on heatmap for representative genes from the indicated pathways that were normalized with SC-435 treatment. Each column in the heatmap represents an individual animal.

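The heatmap genes were examined in the same libraries. Of the 22 genes other than *Cyp2c70* that the paper names or shows, 20 were tested between chow-fed female KO and WT mice. An adjusted p under 0.05 was reached by 17 of them when adjusted over the list alone and by 14 when adjusted over all genes tested. Between SC-435-fed and chow-fed KO mice, 21 were tested, with 18 under 0.05 when adjusted over the list alone and 16 over all genes. The paper's heatmap shows some of these genes from the same samples, so for those the values adjusted over the list alone are not independent evidence. *Trem2* (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147) was at 0.75 ± 0.161 CPM in WT mice, 5.62 ± 2.48 CPM in KO mice and 0.944 ± 0.387 CPM in KO mice fed SC-435 (SD, n = 4 each). Its log2 fold changes were 2.93 (standard error 0.33, adjusted p = 0.00155) for KO against WT mice and -2.59 (standard error 0.36, adjusted p = 0.00266) for SC-435 against chow in KO mice, both from edgeR with Benjamini-Hochberg adjustment. *Il1b* was higher in KO mice by 2.33 (standard error 0.37, adjusted p = 0.00387 from edgeR). Its change with SC-435, -1.07 (standard error 0.33, adjusted p = 0.0513 from edgeR), missed the threshold but passed it under 6 of the 8 alternatives that kept all libraries, DESeq2 among them, and without KO chow replicate 4, with adjusted p values between 0.00894 and 0.0573 over these 8 and 0.00554 without that replicate. *Tnf* had 2 to 51 counts in the female WT and KO mice on chow and was not tested between them. With SC-435 it changed by -1.98 (standard error 0.57, adjusted p = 0.0387 from edgeR), a call lost in every fit that left out 1 library except those without replicate 4 of either group, with adjusted p values of up to 0.114. *Cyp46a1* changed by -1.75 (standard error 0.33, adjusted p = 0.00803) in KO mice and by 1.34 (standard error 0.36, adjusted p = 0.0288) with SC-435 in edgeR's test. The second of these calls was lost in 5 of the 8 fits without 1 library, namely without KO SC-435 replicate 1 or 3 or KO chow replicate 1, 2 or 3 (adjusted p up to 0.0832). *Ugt1a10*, with 1 to 20 counts in KO mice on chow, was lower in KO mice by edgeR at -2.59 (standard error 0.88, adjusted p = 0.0761) and higher with SC-435 at 2.94 (standard error 0.81, adjusted p = 0.033). Without KO chow replicate 4, the first of these was called at -5.08 with an adjusted p of 0.00106, and the second had an adjusted p of 0.00012. The first was also called under 4 of the 8 alternatives that kept all libraries (adjusted p from 0.00528 to 0.125). In 6 other fits without 1 library, namely without replicate 1, 2 or 3 of either group, the call with SC-435 was lost (adjusted p up to 0.0889), as it was with DESeq2 on all genes (0.000926 to 0.0776 over the alternatives).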

Gene set enrichment analysis was used to identify potential pathways that mediate hepatoprotective actions of the IBATi. We used KEGG analysis and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) to annotate the genes to the pathway level. The absence of *Cyp2c70* significantly upregulated 48 pathways and downregulated 13 pathways when compared to WT by KEGG analysis (supplemental Fig. S6). 

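KEGG pathways were not used here. In their place, 26 lists of genes were tested, 17 for pathways and 9 for cell types, with limma's camera at a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 205 tests. In chow-fed female KO against WT mice, 10 lists were higher and 9 lower at an adjusted p under 0.05. Of these 19 calls, 12 were also made by limma's fry, and 0 by camera with a correlation estimated from the data. That estimate had a median of 0.28 over all lists and comparisons, and camera then gave 34 of the 205 tests an unadjusted p under 0.05. The list of immune receptors had a median log2 fold change of 1.22, with 28 of 28 genes higher (adjusted p = 4.3e-18 by camera and 0.00537 by fry). Other lists called higher by both tests were those for macrophages (median 1.18, 19 of 19 genes), extracellular matrix (1.08, 25 of 25), cholangiocytes (1.51, 17 of 17), chemokines and cytokines (1.12, 17 of 17, and 0.97 to 1.95 without 1 library), interferon response (0.77, 19 of 20) and neutrophils (1.43, 4 of 4). The paper's own inflammatory heatmap genes had a median of 1.60. These genes and the metabolic heatmap genes were chosen by the paper from the same female mice to show this pattern. Their calls are among the 19 and the 12 but are not independent evidence, here or with SC-435 in females. T cell (0.68, and 0.45 to 1.15 without 1 library) and B cell (0.65) genes were called higher by camera only, and the call for B cells was lost without KO chow replicate 1 or 4 or WT chow replicate 2 or 3, with a median of 0.27 to 0.86 over the fits without 1 library. Bile acid synthesis was lower with a median of -0.50 and 14 of 15 genes lower (fry, adjusted p = 0.00537), and so were fatty acid oxidation (-0.53, 19 of 19 genes lower), cytochrome P450 enzymes for xenobiotics (-0.60, 16 of 21) and the paper's metabolic heatmap genes (-2.01). Cholesterol biosynthesis was lower in 23 of 23 genes with a median of -0.94, by camera (adjusted p = 4.16e-06) and not by fry (adjusted p = 0.147). The remaining calls by camera alone were lower lists, namely female-biased (-1.03) and male-biased (-1.27) liver genes, phase 2 conjugation (-0.36) and hepatocyte genes (-0.14). The call of phase 2 conjugation was lost without WT chow replicate 1 or KO chow replicate 1 and that of hepatocyte genes without WT chow replicate 1 or 3, and the medians of the fits without 1 library ran from -0.52 to -0.27 and from -0.19 to -0.08. Lists for FXR targets (-0.13), bile acid transport (0.02), the cell cycle (-0.05), erythroid (0.14), stellate (0.38) and pancreatic acinar cells (-0.31) and fatty acid synthesis (-0.54) were not called. Without KO chow replicate 4, fatty acid synthesis was called lower with a median of -0.86. As a score per mouse, the mean log2 CPM of the immune receptors relative to WT mice on chow was 1.43 ± 0.43 (SD, n = 4) in KO mice. Every KO mouse scored above every WT mouse (exact permutation p = 0.0286, adjusted p = 0.0717 over the scores of all lists).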

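Tested with the same lists, SC-435 in female KO mice raised 9 lists and lowered 9 at an adjusted p under 0.05 by camera, and 11 of these calls were also made by fry. Cholesterol biosynthesis had the largest median rise among the lists not drawn from the paper, 2.64 with 23 of 23 genes higher (adjusted p = 5.87e-20 by camera and 0.00537 by fry). Also higher by both tests were bile acid synthesis (0.43, 15 of 15 genes), fatty acid synthesis (1.29, 15 of 16), phase 2 conjugation (0.64, 25 of 28) and cytochrome P450 enzymes for xenobiotics (0.55, 14 of 21, and 0.48 to 0.97 without 1 library). The median of immune receptors fell by 1.14, with 27 of 28 genes lower (fry, adjusted p = 0.0152), that of macrophage genes by 0.99, that of chemokines and cytokines by 0.98 and that of the 4 neutrophil genes tested by 1.76. Extracellular matrix and cholangiocyte genes were lower by camera, with medians of -0.67 each, and not by fry (adjusted p = 0.0711 and 0.0932). The median of bile acid transport genes was -0.19 and that of FXR targets 0.05, neither called. T cell genes, at -0.63, were called lower only when KO SC-435 replicate 4 or KO chow replicate 3 or 4 was left out, where the medians without 1 library ran from -0.92 to -0.41.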

IBAT inhibition in *Cyp2c70* KO mice downregulated 37 pathways and upregulated 6 pathways when compared to chow-fed *Cyp2c70* KO mice. To further understand the gene expression changes associated with reversal of *Cyp2c70* KO-associated liver injury, the genes upregulated in *Cyp2c70* KO versus WT mice (1138 genes) and downregulated in *Cyp2c70* KO mice–fed SC-435 versus chow (721 genes) were identified and compared. This analysis identified 488 genes whose expression decreased toward WT levels with SC-435 treatment and were largely related to pathways associated with inflammatory and immune response (Fig. 5). 

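Both comparisons called 413 genes in opposite directions, higher in female KO than in WT mice and lower with SC-435 than on chow in KO mice, which is 44.9% of the 919 genes higher in KO mice. Their median log2 fold change was 1.68 in KO mice and -1.39 with SC-435. Of these genes, 358 could also be tested between KO mice fed SC-435 and WT mice fed chow. In that comparison their median was 0.25, 247 lay within 0.5 of WT mice on the log2 scale, and 26 were still called higher. Only 3 genes were called higher in KO mice and higher again with SC-435, namely *Gsta1*, *Gm3776* and *Fam129b*, named after their values were seen. Both comparisons share the 4 KO mice on chow, which alone makes their fold changes move in opposite directions. The correlation of the fold changes was -0.674 across genes, which are not independent replicates. In 20 simulations without any effect its median was -0.508, and the overlap was 0 genes in each. When one of the comparisons used 2 of the KO mice on chow and the other the remaining 2, the median overlap over the 6 ways to divide them was 162 genes, with a range from 84 to 205. Voom with quality weights moved the overlap most among the alternatives in which every library is used in both comparisons, to 664 genes. Leaving out KO chow replicate 2 gave 200 genes and leaving out KO chow replicate 4 gave 661. Gene descriptions with an immune keyword, such as chemokine or leukocyte, were found for 82 of the 413 genes, or 19.9%. Among the 15996 genes with a description that were tested in both comparisons the share was 3.81% (Fisher's exact test, two-sided, odds ratio 7.06, adjusted p = 2.69e-35 over 8 tests). That test takes genes as independent, which genes measured in the same mice are not, so its p value is descriptive only. The paper takes these genes as moving back toward WT levels with SC-435 and states that they largely belong to inflammatory and immune pathways.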

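The chemokine gene *Ccl2* (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) was at 0.760 ± 0.336 CPM in female WT mice on chow, 2.03 ± 0.752 CPM in KO mice on chow and 0.627 ± 0.0487 CPM in KO mice fed SC-435 (SD, n = 4 each). The log2 fold change for KO against WT mice was 1.45 (standard error 0.37, adjusted p = 0.0276 from edgeR with Benjamini-Hochberg adjustment). This call was lost in every fit without 1 library except those without KO chow replicate 4 and WT chow replicate 1, with adjusted p values of up to 0.0785 and log2 fold changes between 1.31 and 1.80. With SC-435 in KO mice it was -1.72 (standard error 0.31, adjusted p = 0.00694 from edgeR). *Cxcl1* (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) was at 2.24 ± 0.625 CPM in WT mice, 6.97 ± 2.46 CPM in KO mice and 3.06 ± 1.09 CPM in KO mice fed SC-435 (SD, n = 4 each). Its log2 fold changes were 1.66 (standard error 0.30, adjusted p = 0.00641) and -1.21 (standard error 0.31, adjusted p = 0.0246) in edgeR's tests. The call with SC-435 was lost without KO SC-435 replicate 1, 2 or 3 or KO chow replicate 1 or 2 (adjusted p up to 0.0808). *Cxcl10* (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) was at 3.06 ± 0.301 CPM, 6.24 ± 1.94 CPM and 2.95 ± 1.55 CPM in the same 3 groups (SD, n = 4 each). It was called in KO mice at 1.05 (standard error 0.21, adjusted p = 0.0103 from edgeR), although without KO chow replicate 2 its log2 fold change was 0.86. With SC-435 its change of -1.10 (standard error 0.34) had an adjusted p of 0.0522 in edgeR's test. Over the alternatives that kept all libraries, that p ranged from 0.00484 to 0.0756. Without KO chow replicate 4 or KO SC-435 replicate 4 the gene was called, with the lowest adjusted p at 0.0141. *Cxcl2* (ENSMUSG00000058427) had 1 to 5 counts in WT mice, 2 to 50 in KO mice and 2 to 10 in KO mice fed SC-435, too few to be tested.

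**Figure D1:**
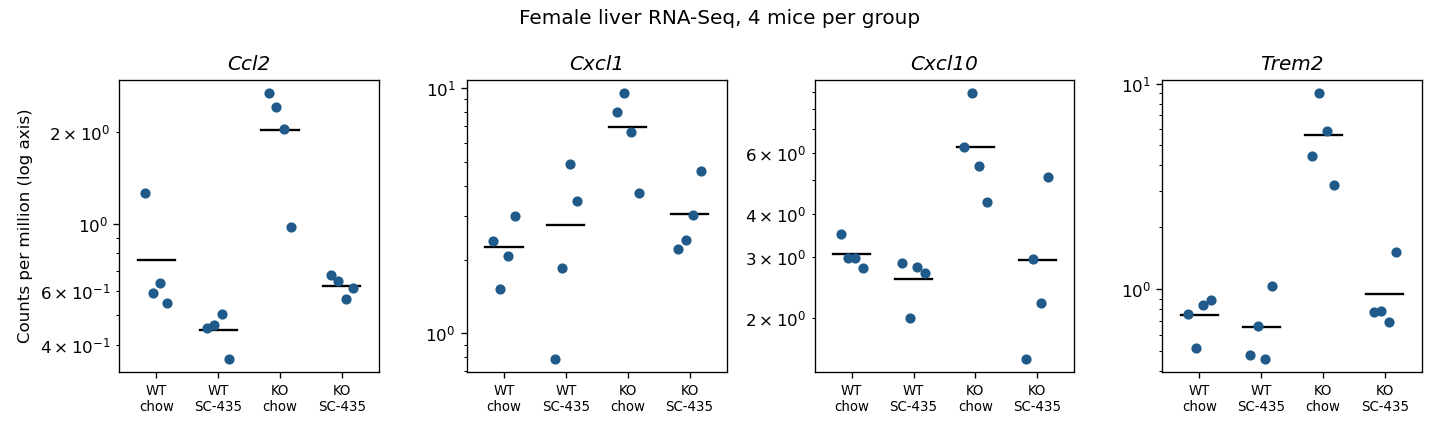
Levels of *Ccl2*, *Cxcl1*, *Cxcl10* and *Trem2* in the livers of female mice, in CPM on a log axis, for WT and KO mice fed chow or SC-435. Points are mice and black lines are group means. The mean of *Ccl2* is 2.03 CPM in KO mice on chow and 0.627 CPM in KO mice fed SC-435.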

Expression of genes for inflammatory cytokines commonly found elevated in cholestasis such as *Ccl2*, *Cxcl1*, *Cxcl2*, and *Cxcl10* (35) was ameliorated by SC-435 treatment. The same approach was taken to narrow the list of genes downregulated in *Cyp2c70* KO versus WT mice (216 genes) and those upregulated in *Cyp2c70* KO mice–fed SC-435 versus chow (414 genes). This identified 85 genes whose expression increased toward WT levels with SC-435 treatment and were largely related to lipid and xenobiotic metabolic processes. In addition to BA biosynthetic genes, cholesterol 7α-hydroxylase (*Cyp7a1*) and sterol 12α-hydroxylase (*Cyp8b1*), genes encoding enzymes that contribute to sulfation and metabolism of steroids and BAs in the liver such as *Hsd17b7*, *Sult2a1,* and *Sult2a2* were significantly elevated in IBATi-treated animals. 

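In the opposite direction, 64 genes were called lower in female KO than in WT mice and higher with SC-435, or 39.3% of the 163 genes lower in KO mice. Their median log2 fold change was -1.61 in KO mice and 1.62 with SC-435. All 64 could be tested between KO mice fed SC-435 and WT mice fed chow, where the median was 0.07 and 36 genes were within 0.5 on the log2 scale. With KO chow mice divided between the comparisons, the median overlap was 26 genes, with a range from 12 to 56 over the 6 ways. Under voom with quality weights it was 181 genes. Without KO chow replicate 2 it was 26 genes and without KO chow replicate 4 it was 216. Descriptions with a keyword for lipid, steroid or xenobiotic metabolism were found for 17 of the 64 genes, or 26.6%, against 2.89% of the genes tested in both comparisons (Fisher's exact test, two-sided, odds ratio 12.6, adjusted p = 8e-12). An immune keyword was found for 0 of them.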

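In female KO mice, *Cyp7a1* (ENSMUSG00000028240, chromosome 4 from 6265612 to 6275633) was at 58.9 ± 49.6 CPM on chow and 648 ± 236 CPM with SC-435 (SD, n = 4 each). The log2 fold change was 3.45 (standard error 0.69, adjusted p = 0.00993 from edgeR with Benjamini-Hochberg adjustment). WT mice on chow were at 51.6 ± 26.2 CPM (SD, n = 4), so that KO and WT mice on chow differed by 0.21 (standard error 0.70, adjusted p = 0.871 from edgeR). The sign of that difference changed without KO chow replicate 3 or 4 or WT chow replicate 4, with values from -0.21 to 0.59. *Cyp8b1* (ENSMUSG00000050445, chromosome 9 from 121914356 to 121916305) was at 216 ± 97.1 CPM in WT mice, 23.0 ± 29.8 CPM in KO mice and 737 ± 100.1 CPM in KO mice fed SC-435 (SD, n = 4 each). It rose by 5.00 with SC-435 (standard error 0.85, adjusted p = 0.00575 from edgeR). Its difference between KO and WT mice was -3.22 (standard error 0.84, adjusted p = 0.0287 from edgeR), a call lost without KO chow replicate 1 or 3 or WT chow replicate 1, 2 or 3 (adjusted p up to 0.0823). With SC-435, *Hsd17b7* (ENSMUSG00000026675) rose from 40.6 ± 24.4 CPM to 266 ± 21.6 CPM (SD, n = 4 each), a log2 fold change of 2.70 (standard error 0.32, adjusted p = 0.00162 from edgeR). *Sult2a1* (ENSMUSG00000078798) rose from 2.58 ± 1.41 CPM to 246 ± 128 CPM (SD, n = 4 each), or by 6.57 (standard error 0.60, adjusted p = 0.000795 from edgeR). *Sult2a2* (ENSMUSG00000070811) rose from 10.8 ± 6.08 CPM to 227 ± 70.0 CPM (SD, n = 4 each), or by 4.38 (standard error 0.48, adjusted p = 0.00125 from edgeR). For these 5 genes, every KO mouse fed SC-435 was above every KO mouse on chow, and the calls with SC-435 were kept in each fit without 1 library. Against WT mice on chow, KO mice on chow were lower in *Hsd17b7* by edgeR at -1.42 (standard error 0.41, adjusted p = 0.0419), in *Sult2a1* at -4.43 (standard error 0.86, adjusted p = 0.00872) and in *Sult2a2* at -2.08 (standard error 0.59, adjusted p = 0.0408). Without KO chow replicate 1, 2 or 3 or WT chow replicate 3, the calls of *Hsd17b7* and *Sult2a2* in KO mice were lost, as they were without WT chow replicate 2 and 4, respectively (adjusted p up to 0.12 and 0.0986). Voom with quality weights lost those of *Sult2a1* and *Sult2a2*, with adjusted p values of 0.0627 and 0.0998 at the upper end of the ranges over the alternatives, which began at 3.21e-05 and 0.0114.

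**Figure D2:**
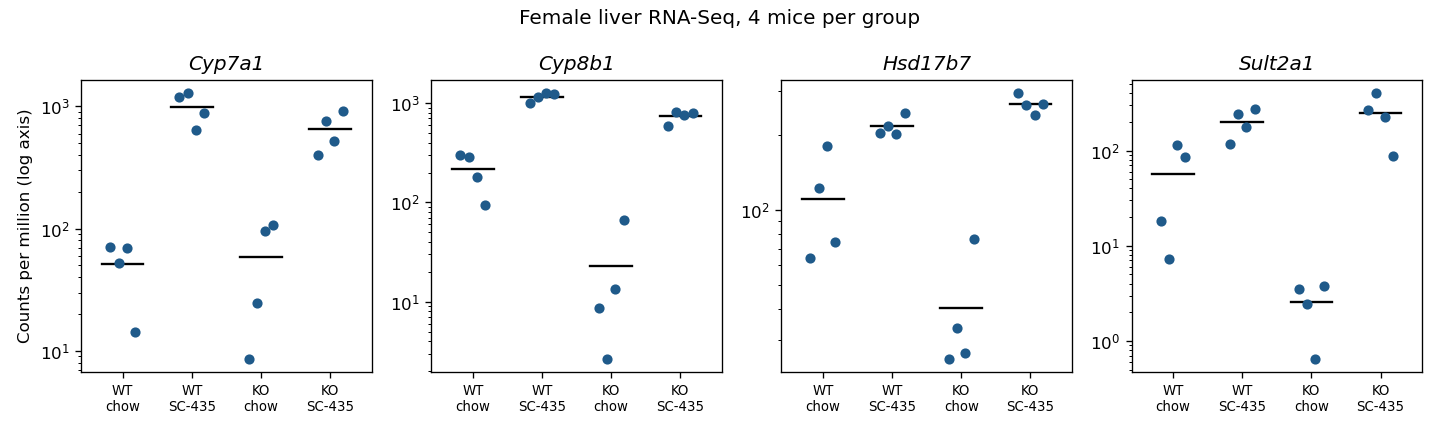
Levels of *Cyp7a1*, *Cyp8b1*, *Hsd17b7* and *Sult2a1* in the livers of female mice, in CPM on a log axis, for WT and KO mice fed chow or SC-435. Points are mice and black lines are group means. The mean of *Sult2a1* is 2.58 CPM in KO mice on chow and 246 CPM in KO mice fed SC-435.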

Because of the observed sex differences in the hepatic injury phenotype in this model, analysis of the liver gene expression changes in male mice was performed separately (supplemental Fig. S7). In the male mice, examination of genes upregulated in *Cyp2c70* KO versus WT mice (778 genes) and those downregulated in *Cyp2c70* KO mice in response to SC-435 feeding (1188 genes) revealed 563 common genes, which were largely related to pathways associated with inflammatory and immune response. 

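Of 15862 genes tested between chow-fed male KO and WT mice, 145 were called higher in KO mice. Of 15984 genes tested between SC-435-fed and chow-fed male KO mice, 730 were called lower. Their overlap was 102 genes, with a median log2 fold change of 2.93 in KO mice and -2.14 with SC-435. By number of genes, the first of these counts was moved most by keeping the 4 male groups in 1 fit, which gave 794 genes higher in KO mice, and the overlap by DESeq2, which gave 516 genes. With the replicate number as a block, only 15 genes were higher in KO mice and the overlap was 11. Both depended on replicate 1 of the WT mice on chow, without which 522 genes were higher in KO mice and the overlap was 320. Without WT chow replicate 3 they were 9 and 7. The count of genes lower with SC-435 ran from 268 without KO SC-435 replicate 4 to 1080 without KO chow replicate 1. Scaling by total counts alone moved the median log2 fold change of all genes by 0.25 between male KO and WT mice and by -0.20 with SC-435. With the KO mice on chow divided between the comparisons, the overlap had a median of 7.5 genes and a range from 1 to 81. The correlation across genes of the fold changes was -0.795, against a median of -0.501 in simulations without any effect, in which the overlap was 0. In those that kept the effect of genotype and removed that of SC-435, the overlap was at most 1 gene. Of the 102 genes, 75 were tested between KO mice fed SC-435 and WT mice fed chow, with a median of 0.51, 34 genes within 0.5 of WT mice and 1 still called higher, *Dhrs9* at 1.82 (named after its value was seen). Both sexes had 49 genes of this overlap in common. An immune keyword was found for 14 of the 102 genes, or 13.7%, against 3.81% of 15685 genes (Fisher's exact test, two-sided, odds ratio 4.09, adjusted p = 8.31e-05). Among the rises in male KO mice was that of *Sprr1a* (ENSMUSG00000050359, chromosome 3 from 92483952 to 92485895), at 9.26 ± 8.85 CPM (SD, n = 4). In WT mice on chow its counts were all at or below 3, which is at most 0.114 CPM. *Tmc5* was at 3.45 ± 1.85 CPM (SD, n = 4) in KO mice on chow. Its counts in WT mice on chow were also all at or below 3, and KO mice fed SC-435 were at 0 CPM. *Gpnmb* rose by 7.23 in KO mice (standard error 0.92) and changed by -6.07 with SC-435 (standard error 0.81). The calls in KO mice of *Gpnmb* without WT chow replicate 2 or 3, of *Tmc5* without WT chow replicate 3, and of *Sprr1a* without WT chow replicate 2 or 3 and also without WT chow replicate 4 or KO chow replicate 3 or 4, were lost (adjusted p up to 0.0766, 0.0599 and 0.118 by edgeR).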

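In the same comparisons, 21 genes were called lower in male KO than in WT mice on chow and 301 higher in KO mice with SC-435 than on chow. The overlap was 10 genes. Without WT chow replicate 1, 115 genes were lower in KO mice and the overlap was 47. Without WT chow replicate 2, 1 gene was lower in KO mice, and without KO chow replicate 1 the overlap was 0. DESeq2 gave 163 genes lower in KO mice and an overlap of 81, and the replicate number as a block gave 2 and 1. The 10 genes had a median log2 fold change of -2.03 in KO mice and 1.86 with SC-435, and 4 of them carried a keyword for lipid, steroid or xenobiotic metabolism (Fisher's exact test, two-sided, odds ratio 23.4, adjusted p = 0.00022). The overlaps of the 2 sexes had 3 genes in common, *Srgap3*, *Sult5a1* and *Susd4*, of which the first and the last are named after their values were seen. *Cyp4a14* (ENSMUSG00000028715, chromosome 4 from 115486200 to 115496142) had the largest fall in KO mice, from 176 ± 101 CPM to 18.9 ± 8.25 CPM (SD, n = 4 each), and was at 508 ± 96.1 CPM (SD, n = 4) with SC-435. Its log2 fold changes were -3.18 (standard error 0.60, adjusted p = 0.0474) and 4.72 (standard error 0.36, adjusted p = 0.000191) by edgeR with Benjamini-Hochberg adjustment. *Sult5a1* changed by -3.04 (standard error 0.54, adjusted p = 0.041) and *Cyp2g1* by -2.18 (standard error 0.39, adjusted p = 0.0426) in KO mice by edgeR. The calls of these 3 genes in KO mice were lost in at least 6 of the 8 fits without 1 library, those without WT chow replicate 2 or 3 or KO chow replicate 1, 2 or 4 among them, with adjusted p values of up to 0.144, 0.139 and 0.147. Scaling by total counts alone also lost these 3 calls, where the alternatives that kept all libraries gave up to 0.0606, 0.108 and 0.113. With SC-435 the largest rises were those of *Cfd*, at 7.91 (standard error 1.37), and *Fam19a2*, at 6.03 (standard error 0.32). *Cfd* was not called under voom with quality weights, at an adjusted p of 0.262 against 3.12e-10 to 0.262 over the alternatives.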

Examination of genes downregulated in *Cyp2c70* KO versus WT mice (172 genes) and those upregulated in *Cyp2c70* KO mice in response to SC-435 feeding (391 genes) revealed 90 common genes, which were largely related to pathways related to lipid and xenobiotic metabolic processes. 

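By camera, 20 of the 26 lists were called between chow-fed male KO and WT mice, 10 higher and 10 lower, and 9 of them also by fry. Between SC-435-fed and chow-fed male KO mice, 19 lists were called, 9 higher and 10 lower, and 14 of them also by fry. Chemokines and cytokines had a median log2 fold change of 1.87 in KO mice with 19 of 20 genes higher (fry, adjusted p = 0.00102), and it fell by 1.33 with SC-435 (fry, adjusted p = 0.000932). In KO mice, 1 gene of that list and 1 of the cholangiocyte list, *Ccl4* and *Cftr*, had a group at or below 3 counts. Placing them at their bound left the medians of edgeR's fold changes at 1.86 and 1.88. Cholangiocyte genes had a median of 1.90 in KO mice and -1.49 with SC-435, and extracellular matrix genes 1.41 and -1.36, called by both tests. Immune receptors, at 1.55 with 29 of 29 genes higher and -1.06 with 28 of 29 genes lower, were called by camera and not by fry (adjusted p = 0.0635 and 0.11), and the second median ran from -1.38 to -0.59 without 1 library. Cell cycle genes had a median of 2.22 with 22 of 22 genes higher in KO mice (1.4 to 2.69 without 1 library) and of -1.55 with 22 of 22 lower with SC-435 (-2.09 to -0.89), called by camera (adjusted p = 8.22e-08 and 0.000244) and not by fry (0.112 and 0.221). In female KO mice their median was -0.05, not called. Cholesterol biosynthesis was lower in KO mice with a median of -0.65 (fry, adjusted p = 0.036, and -0.81 to -0.40 without 1 library) and higher with SC-435 at 1.73 with 23 of 23 genes (fry, adjusted p = 0.000708). *Ccl2* was at 0.308 ± 0.0833 CPM in male WT mice on chow, 5.38 ± 1.73 CPM in KO mice on chow and 0.377 ± 0.0643 CPM in KO mice fed SC-435 (SD, n = 4 each). Its log2 fold changes were 4.15 (standard error 0.37, adjusted p = 0.00209) and -3.85 (standard error 0.28, adjusted p = 0.000159) from edgeR with Benjamini-Hochberg adjustment. *Cxcl1* changed by 3.53 (standard error 0.66, adjusted p = 0.046) and -3.38 (standard error 0.57, adjusted p = 0.00685), and *Cxcl2* by 3.38 (standard error 0.61, adjusted p = 0.0427) and -2.84 (standard error 0.36, adjusted p = 0.00213), in edgeR's tests. In every fit without 1 library except that without WT chow replicate 1, the calls of *Cxcl1* and *Cxcl2* in KO mice were lost, with adjusted p values of up to 0.15 and 0.146. They were also lost when scaling by total counts alone, with 8.78e-07 to 0.137 and 1.25e-05 to 0.122 over the alternatives. *Cyp7a1* was at 34.9 ± 17.5 CPM in KO mice on chow and 510 ± 154 CPM with SC-435, and *Cyp8b1* at 125 ± 101 CPM and 996 ± 81.5 CPM (SD, n = 4 each). They rose by 3.83 (standard error 0.37, adjusted p = 0.000561) and 2.97 (standard error 0.56, adjusted p = 0.011) by edgeR. Of the 22 genes the paper names, 19 were tested in each of these comparisons in males. Adjusted over the list alone, 14 had an adjusted p under 0.05 in KO mice and 16 with SC-435, against 5 and 12 over all genes.

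**Figure D3:**
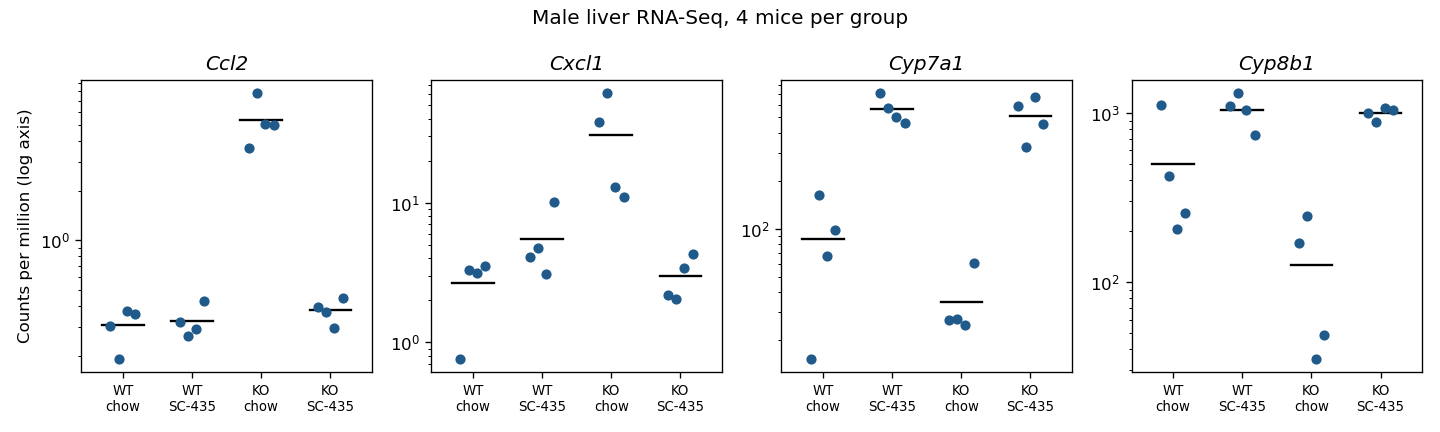
Levels of *Ccl2*, *Cxcl1*, *Cyp7a1* and *Cyp8b1* in the livers of male mice, in CPM on a log axis, for WT and KO mice fed chow or SC-435. Points are mice and black lines are group means. The mean of *Ccl2* is 5.38 CPM in KO mice on chow and 0.377 CPM in KO mice fed SC-435.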

Common pathways pointing toward alleviating inflammation were found and changes in hepatic gene expression in the male group are shown in supplemental Fig. S8.

### IBAT inhibition alters BA metabolism and reduces hepatic BA content in *Cyp2c70* KO mice

To investigate the mechanisms underlying the hepatoprotective effects of IBAT inhibition in *Cyp2c70* KO mice, quantitative real-time PCR and immunoblotting were used to measure mRNA and protein expression of selected liver genes important for BA homeostasis and liver BA composition. Hepatic mRNA and protein expression of *Cyp7a1* and particularly *Cyp8b1* are decreased in female *Cyp2c70* KO versus WT mice (Fig. 6A, B). Treatment with the IBATi significantly increased hepatic *Cyp7a1* and *Cyp8b1* expression in all groups. This was particularly pronounced in *Cyp2c70* KO mice, where *Cyp8b1* mRNA and protein expression increased more than 10-fold with IBAT inhibition (Fig. 6E). In hepatocytes, BAs are taken up across the sinusoidal membrane by sodium-dependent and sodium-independent mechanisms involving the Na^+^-taurocholate cotransporting polypeptide (*Slc10a1*) and members of the Organic Anion Transport Protein (Oatp) family, respectively, whereas the bile salt export pump (*Abcb11*) mediates hepatocyte BA secretion across the canalicular membrane. Expression of Na^+^-taurocholate cotransporting polypeptide mRNA was reduced in *Cyp2c70* KO mice and restored to WT levels with IBAT inhibition (Fig. 6C). In contrast, bile salt export pump mRNA and protein expression were not significantly altered in *Cyp2c70* KO mice or in response to IBATi treatment (Fig. 6D, E). Qualitatively similar changes were observed in the male cohort of *Cyp2c70* KO mice, although the decrease in hepatic *Cyp8b1* expression is significantly attenuated in male versus female *Cyp2c70* KO mice. However, there were no sex-specific differences in the response to IBATi treatment at the mRNA (Figs. 6A–D and S9A–D) or protein expression (Figs. 6E and S9E) levels for these genes.

**Fig. 6:**
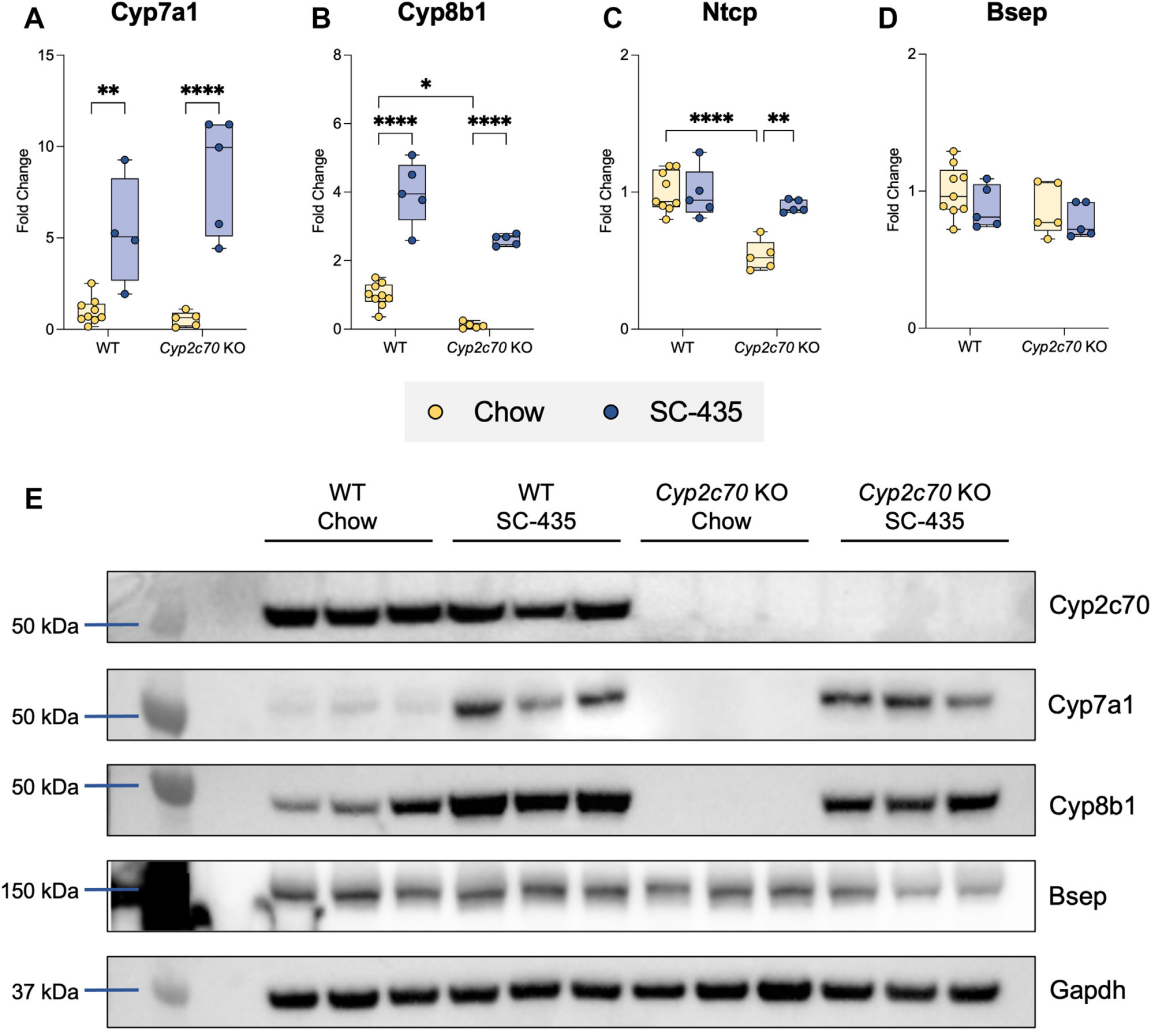
IBAT inhibition increases hepatic expression of BA metabolism genes in female WT and *Cyp2c70* KO mice. RNA was isolated from livers of individual mice and used for real-time PCR analysis. The mRNA expression was normalized using cyclophilin and the results for each gene are expressed relative to chow-fed WT mice. A: Cyp7a1; B: Cyp8b1; C: Ntcp; D: Bsep. Asterisks indicate significant differences between groups. Median values (*line*), interquartile range (*boxes*), and min to max values are shown (*whiskers*) (∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗∗*P* < 0.0001); n = 5–9 mice per group. E: Protein was isolated from livers of individual mice and used for Western Blot analysis, n = 3 mice per group. BA, bile acid; IBAT, ileal BA transporter; Bsep, bile salt export pump; Ntcp, Na+-taurocholate co-transporting polypeptide.

To determine how IBAT inhibition affected liver BA composition and content in the *Cyp2c70* KO mice, liver extracts were prepared and analyzed by HPLC-electrospray ionization mass spectrometry (36). The pool of liver-associated BAs included primarily taurine conjugates, with unconjugated BAs constituting less than ∼2% of the total in all groups. The relative proportion of individual BA species and their contribution to the liver total BA content for female mice are shown in Fig. 7A, B, respectively. The concentrations (nmol/g liver) for the individual BA species measured are shown in supplemental Table S3. In addition to being devoid of MCAs, *Cyp2c70* KO mouse livers are enriched in taurochenodeoxycholic acid (TCDCA) and have an increased amount of tauroursodeoxycholic acid (TUDCA). This increase in TUDCA is likely due to several mechanism including the following: 1) the increased production of CDCA, which can be converted to 7-keto-lithocholic acid by gut bacterial 7αhydroxysteroid dehydrogenases and then reduced to UDCA by gut bacterial 7βhydroxysteroid dehydrogenases or the hepatocyte enzyme 11β-hydroxysteroid dehydrogenase1 (37, 38) and 2) the loss of Cyp2c70-mediated conversion of UDCA to βMCA (13, 14, 17, 39). The levels of taurolithocholic acid were also significantly increased in female *Cyp2c70* KO mouse livers but constituted less than 3% of the total BAs. The overall effect is to significantly increase the hydrophobicity of the liver BAs, with the calculated hydrophobicity index (HI) (40) value increasing from -0.28 in WT mice to +0.28 in *Cyp2c70* KO mice (Fig. 8A). In agreement with previous reports (24), IBAT inhibition reduced the proportion of hydrophilic tauromuricholic acids and increased taurodeoxycholic acid (TDCA) and TCDCA in livers of WT mice, thereby elevating the calculated HI from -0.28 to +0.18. In *Cyp2c70* KO mice, IBAT inhibition reduced the proportion of TCDCA plus TUDCA, increased the proportion of taurocholic acid (TCA) plus TDCA, and further increased the calculated HI of the liver-associated BAs to +0.36. To reconcile how IBAT inhibition can both increase hydrophobicity of the hepatic BA content and reduce liver injury in *Cyp2c70* KO mice, the total liver BA content was compared between groups. Hepatic BA content in chow-fed female *Cyp2c70* KO was significantly increased by 53% versus WT mice (Fig. 7B). Despite increases in hepatic Cyp7a1 expression and a predicted increase in hepatic BA synthesis, treatment with the IBATi to interrupt the BA enterohepatic circulation significantly reduced the total liver BA content by 49% and 62% in female WT and *Cyp2c70* KO mice, respectively. The IBATi-associated improvement in liver histology and serum markers of injury and decrease in liver BA content in *Cyp2c70* KO mice in the absence of a reduction in the overall hydrophobicity of the liver BAs suggests that reducing the hepatic BA accumulation may be sufficient to alleviate the injury. The hepatic toxicity of CDCA has been well documented in animal models, and levels of liver-associated TCDCA were reduced along with the serum transaminases in the IBATi-treated *Cyp2c70* KO mice (Figs. 8B, C). The liver BAs in male mice showed the same trends with inactivation of *Cyp2c70* and the response to IBAT inhibition as the female mice (supplemental Fig. S10 and supplemental Table S4). The hepatic BA content in chow-fed male *Cyp2c70* KO was increased by 65% versus WT mice and reduced with IBATi treatment by 56% and 54% in the WT and *Cyp2c70* KO mice, respectively. Total liver BA levels were lower in male versus female *Cyp2c70* KO mice, in agreement with the milder liver injury phenotype. However, hydrophobicity of the liver BAs was similarly elevated in male and female *Cyp2c70* KO versus WT mice and in male and female IBATi-treated versus untreated mice (supplemental Fig. S11). The calculated hydrophobicity values were -0.31 and +0.23 in chow and IBATi-treated WT male mice, respectively, and +0.25 and +0.34 in chow and IBATi-treated male *Cyp2c70* KO mice. As in the female mice, the amount of liver-associated TCDCA and the serum levels of ALT and AST were reduced in the IBATi-treated male *Cyp2c70* KO mice (supplemental Fig. S11).

**Fig. 7:**
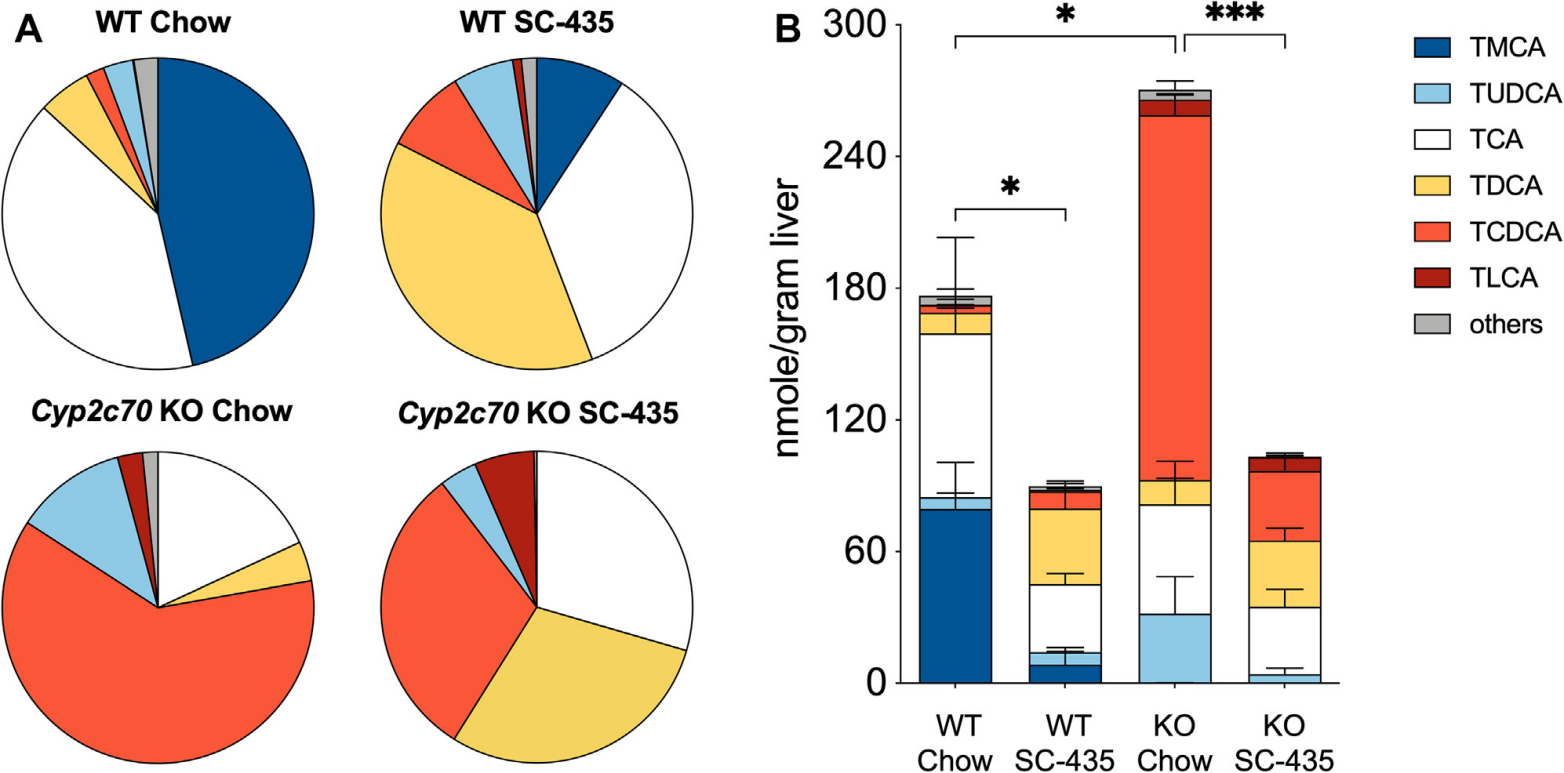
IBAT inhibition prevents the increase in liver BA retention in female *Cyp7c70* KO mice. A: Muricholates are absent in *Cyp2c70* KO mice. Pie charts for the liver BA profiles. B: Absence of *Cyp2c70* increased the total amount of liver-associated BAs and the amount of taurochenodeoxycholic acid (TCDCA) in *Cyp2c70* KO mice. Mean values ± SD are shown (∗*P* < 0.05, ∗∗∗*P* < 0.001); n = 4 mice per group. BA, bile acid; IBAT, ileal BA transporter.

**Fig. 8:**
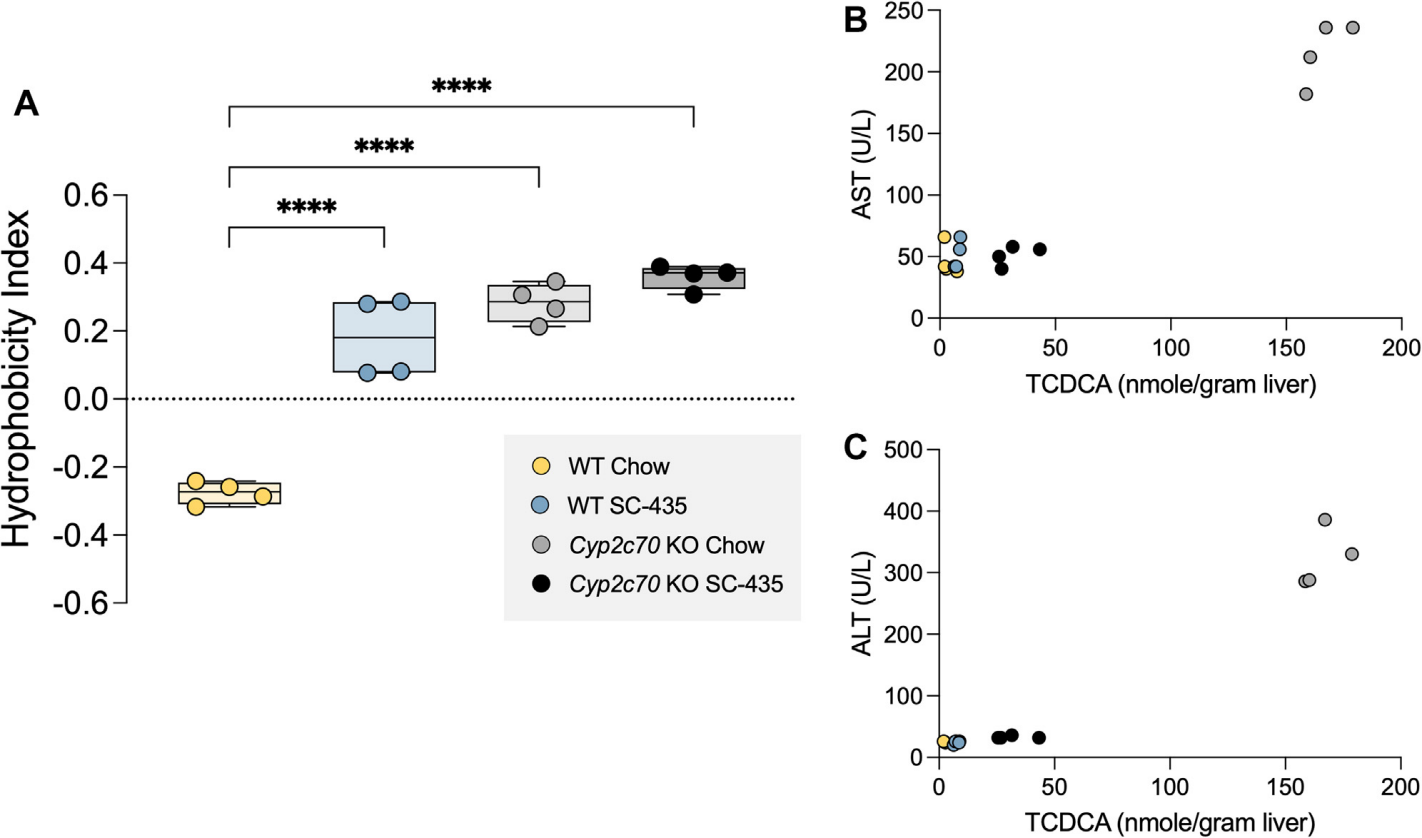
IBAT inhibition does not reduce liver BA hydrophobicity in female *Cyp7c70* KO mice. A: Liver BA composition was used to calculate the hydrophobicity index. IBAT inhibition and inactivation of *Cyp2c70* increases the hydrophobicity of the liver BA pool. Asterisks indicate significant differences between groups. Median values (*line*), interquartile range (*boxes*), and min to max values are shown (*whiskers*) (∗∗∗∗*P* < 0.0001); n = 4 mice per group. B and C: Liver amount of taurochenodeoxycholic acid (TCDCA) and serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) are reduced in IBAT inhibitor–treated *Cyp2c70* KO mice. BA, bile acid; IBAT, ileal BA transporter.

### Detergency of the hepatic BA pool in *Cyp2c70* KO mice

To complement the in vivo findings, the ability of individual BAs and BA mixtures to induce membrane damage and toxicity was assessed. The in vitro toxicity of BAs generally correlate with their detergency, which is concentration dependent and reflects their ability to self-aggregate (41). As a measurement of detergency and the potential for membrane lipid bilayer damage, the ability of individual conjugated BAs to lyse RBCs was evaluated. Whereas this model system has been used previously to study individual BAs from a variety of species (42), cytolytic properties of the individual taurine-conjugated muricholate species, TαMCA, TβMCA, and TωMCA have not been reported. The detergency of individual taurine-conjugated BAs partially followed their hydrophobicity estimated from their reported relative retention time by HPLC using a C18 octadecylsilane stationary phase (40, 43) (Fig. 9A), with TCDCA ≥ TDCA >> TCA > TαMCA>> TβMCA >> TωMCA = TUDCA. Despite having a 1-octanol-water partition coefficient that is identical to TCDCA (44), TUDCA shows no hemolytic activity over the concentration range examined. Interestingly, TαMCA and TβMCA showed cytolytic activity that was intermediate between TUDCA and TCA, whereas TωMCA, microbial-derived 6α-epimer of TβMCA, exhibited an RBC lytic activity similar to TUDCA and failed to induce hemolysis in this assay. For comparison, the RBC lytic activity of a limited number of individual glycine-conjugated BAs are shown (Fig. 9A) with GDCA > GCDCA >> GCA = GUDCA. To examine the detergency and toxicity properties of the BA compositions in the WT and *Cyp2c70* KO mice–fed chow and IBATi, the RBC assay was performed using mixtures of BAs approximating the measured hepatic BA compositions shown in Fig. 7. As expected, the WT mouse liver BA composition, which contains almost 50% hydrophilic muricholates, exhibits weak cytolytic activity. Mixtures modeling the hepatic BA composition of female *Cyp2c70* KO mice–fed chow or chow-containing IBATi were approximately twice as potent in the RBC lysis assay and exhibit activity similar to a model human liver BA composition (45) (Fig. 9B). To complement these findings, two additional measurements of cellular toxicity were assessed. Similar results were obtained using the BA mixtures approximating the hepatic BA compositions for WT and *Cyp2c70* KO mice when measuring cellular viability and metabolic activity using a MTT assay (Fig. 9C) and cellular cytotoxicity using lactate dehydrogenase release (Fig. 9D).

**Fig. 9:**
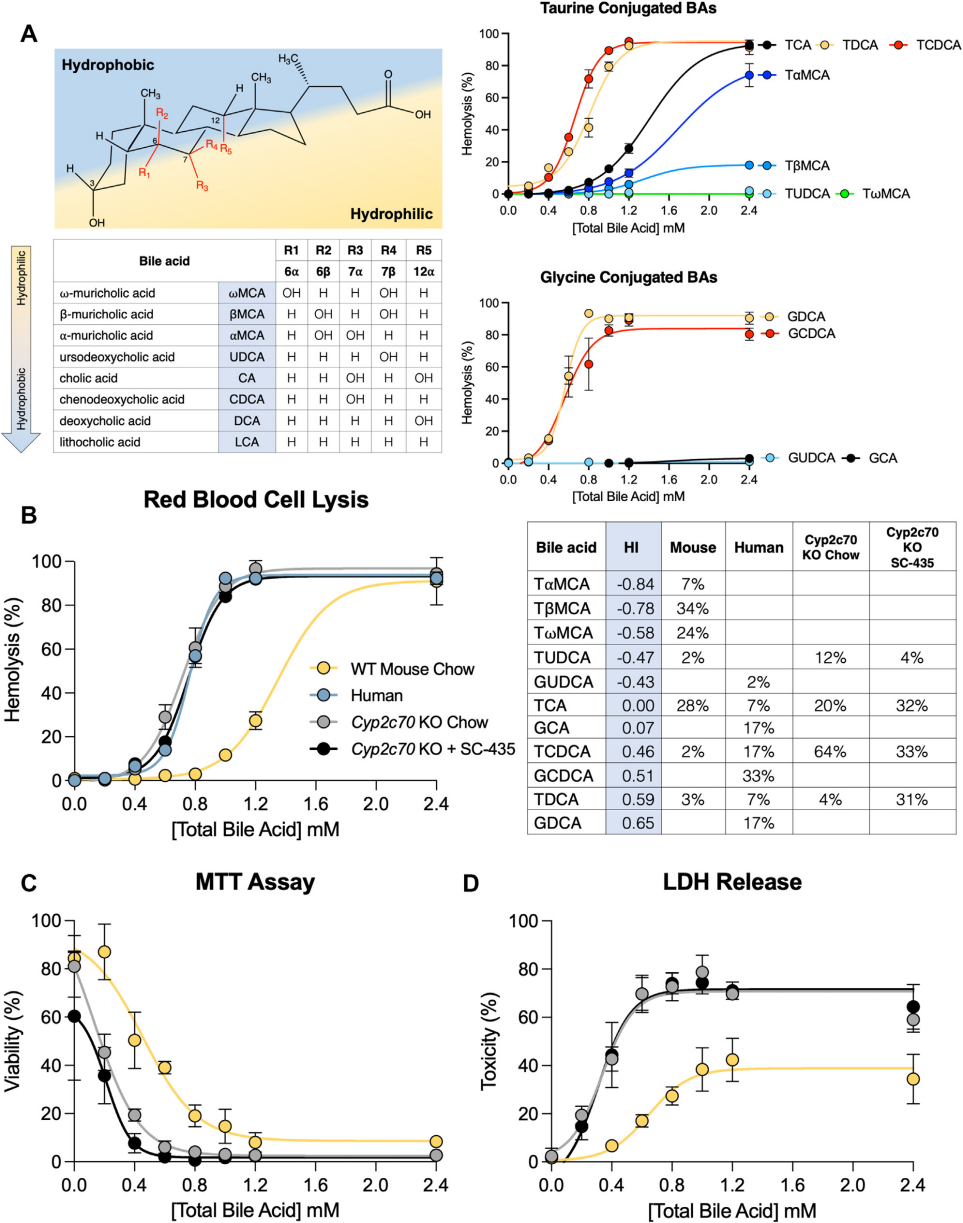
The liver BAs of *Cyp2c70* KO mice are more cytotoxic and resemble a human-like composition. A: The structure, common name, position of the hydroxyl groups, relative hydrophobicity, and hemolysis potential of the individual major BAs commonly found in mammals. Red blood cells isolated from mouse whole blood were incubated with the indicated concentrations of BAs for 30 min at 37°C and the amount of hemolysis was measured. B: Composition and hemolysis profile of liver BAs in female WT and *Cyp2c70* KO mice–fed chow or chow plus SC-435 as compared to human. The calculated hydrophobicity index (HI) and compositions of the BA mixtures used for the incubations are shown. C: AML12 (alpha mouse liver 12) cells were incubated with the indicated concentration of BA mixtures modeling the liver BA composition of WT or *Cyp2c70* KO mice and cell viability was quantified by MTT assay. D: AML12 cells were incubated with the indicated concentration of BA mixtures and BA toxicity measured by lactate dehydrogenase (LDH) release. Mean values ± SD are shown. BA, bile acid.

## Discussion

The major finding of this study is that reduction of hepatic BA accumulation with IBAT inhibition protects *Cyp2c70* KO mice from hepatic injury, independent of the hydrophobicity of the BA pool. Although BAs have previously been implicated as a factor in cholestatic liver disease (3, 5, 6, 7), the precise mechanisms by which BAs and toxic bile contribute to the pathogenesis of human cholestatic liver disease remains a fundamental unresolved question (8, 9, 10). Identification of *Cyp2c70* as the hepatic cytochrome P450 enzyme responsible for the synthesis of muricholates by the Myomorpha suborder of rodents (mice, rats, voles, jerboas) (2) was a significant breakthrough in the field (13) and has enabled the generation and study of *Cyp2c70* KO mice as a laboratory model with a more human-like hydrophobic BA composition (14, 15, 17, 18). As previously reported by others, the *Cyp2c70* KO mice in this study lack hydrophilic 6-hydroxylated MCAs and possess a hepatic BA composition dominated by CDCA. This change in primary BA synthesis by *Cyp2c70* KO mice was associated with increases in liver and spleen weight, elevation of serum markers of liver damage, and histological evidence of liver injury including ductular reaction, immune cell infiltration, and fibrosis. The liver injury phenotype was more pronounced in female versus male *Cyp2c70* KO mice. This observation has been previously reported and was attributed in part to a greater reduction in hepatic *Cyp8b1* expression and reduced synthesis of CA, a more hydrophilic BA, in the female versus male *Cyp2c70* KO mice (18).

In addition to a more hydrophobic CDCA-enriched BA composition, liver BA content has been reported to be elevated in *Cyp2c70* KO versus WT mice (14, 15). This is despite a reduction in hepatic BA synthesis and the whole-body BA pool size (14, 18). The mechanisms responsible for the increased hepatic BA retention in *Cyp2c70* KO mice have not been identified but may include the lower bile secretory capacity for hydrophobic versus hydrophilic BAs (46, 47) or hydrophobic BA-induced damage to cytoplasmic organelles (3, 48), the canalicular membrane (49, 50, 51), intrahepatic ductules (Canals of Hering), or bile ducts (52, 53). Whereas the increased hydrophobicity of the BA pool in *Cyp2c70* KO mice likely has a significant role in initiating the hepatocellular damage, persistent elevated intrahepatic BA levels may play a role in driving the progression of hepatocellular injury. To further understand the mechanisms underlying the liver injury in *Cyp2c70* KO mice, we studied the effects of pharmacological inhibition of the ileal BA transporter, an intervention that has previously been shown to reduce liver BA concentrations and yield benefit in the *Mdr2* KO mouse model of cholestatic and bile duct injury (8, 19).

IBAT inhibition significantly increases the hepatic expression of *Cyp7a1* and *Cyp8b1* in WT and *Cyp2c70* KO mice. This was particularly evident for *Cyp8b1* in female *Cyp2c70* KO mice, resulting in a predicted shift in hepatic BA synthesis toward CA and away from CDCA. However, IBAT inhibition also significantly increases BA flux into the colon, where the BAs undergo bacterial deconjugation and 7α-dehydroxylation, thereby increasing the conversion of CA to DCA (54). Unconjugated dihydroxy BAs such as CDCA and DCA are sufficiently hydrophobic to undergo passive absorption in the colon (55, 56) and are transported back to the liver in the portal circulation for uptake, reconjugation, and resecretion into bile. Interestingly, *Cyp2a12* has recently been identified as the mouse liver enzyme responsible for the 7α-rehydroxylation of TDCA to TCA (14). However, as observed for previous studies of IBAT inhibition in mice (24), the increased return of DCA to the liver appears to overwhelm the ability of *Cyp2a12* to efficiently convert TDCA to TCA. As a result, there is an increase in the hepatic proportion of TDCA, a hydrophobic dihydroxy BA with detergency properties similar to TCDCA (57). In agreement with previous findings (14, 18), examination of the liver BA composition of *Cyp2c70* KO mice in this study revealed a significant increase in hydrophobic BA species and calculated hydrophobicity index. Hydrophobic BAs such as CDCA are known to induce liver toxicity, whereas hydrophilic bile acids like UDCA are rarely associated with liver damage (9, 58). In support of the hypothesis that the altered BA composition plays an important role in the liver injury phenotype, administration of UDCA to *Cyp2c70* KO mice has been shown to increase the hydrophilicity of biliary BAs, improve liver histology, reduce plasma BA and transaminases levels, and normalize the hepatic and intestinal function toward that of WT mice (18). This was also evident in *Cyp2c70*-*Cyp2a12* double KO mice, where UDCA feeding improved neonatal viability and was protective in the male and female double KO mice at 6 weeks of age and in male double KO mice at 20 weeks of age. (59). In contrast, UDCA-treated female *Cyp2c70*-*Cyp2a12* double KO mice at 20 weeks of age still exhibited significant liver injury, with a greatly elevated hepatic BA content and taurolithocholic acid–enriched hydrophobic BA composition (59). When the steroidal farnesoid X-receptor agonist obeticholic acid was recently evaluated in *Cyp2c70* KO mice, short-term 4-weeks treatment did not improve the hepatic fibrosis or development of cholangiopathy, despite suppressing BA synthesis (60). The lack of a beneficial effect was attributed to an increase in the hydrophobicity of biliary BAs in the obeticholic acid–treated *Cyp2c70* KO mice. Paradoxically, administration of an IBAT inhibitor to *Cyp2c70* KO mice in this study prevented the development of cholangiopathy and liver fibrosis, despite increasing the hydrophobicity of the liver BAs to HI values similar to those of serum and bile BA samples analyzed in the obeticholic acid–treated *Cyp2c70* KO mice (60). This is likely due to the significant reduction in the retention of liver-associated BAs, which are decreased more than 50% in the IBAT inhibitor–treated *Cyp2c70* KO mice. In our study, the markers of liver injury AST and ALT were elevated in *Cyp2c70* KO mice when hepatic levels of the hydrophobic BA TCDCA exceeded ∼50 nmol/g of liver. As a result of an efficient BA enterohepatic circulation, previously synthesized BAs that have been secreted into bile and reabsorbed from the intestine are thought to account for approximately 95% of the liver BA flux, with newly synthesized BAs constituting the remaining ∼5% (54, 61). Although hepatic BA synthesis is induced by interruption of the enterohepatic circulation, new synthesis is insufficient to account for a block in ileal active reabsorption (62). This may help explain the differences between our study and the reported findings for obeticholic acid–treated *Cyp2c70* KO mice (60). Hepatic BA content was not measured in that study, however, we hypothesize that obeticholic acid suppression of hepatic BA synthesis was not adequate to yield similar decreases in the hepatic BA content. Interestingly, IBAT inhibition has been shown to reduce hepatic BA retention and improve biomarkers of hepatocellular and cholestatic injury in *Mdr2* KO mice (8, 19), whereas a 4 or 6-weeks treatment of this model with obeticholic acid showed only limited therapeutic benefit (63, 64).

The development of cholangiopathy and liver fibrosis in *Cyp2c70* KO mice has been attributed to the lack of the 6-hydroxylated MCAs, which normally comprise upward of 40%–50% of the murine BA pool. Whereas the physicochemical properties of CA, DCA, CDCA, LCA, and their taurine and glycine conjugates have been the subject of considerable study (41, 44, 57) and the bactericidal activity of individual unconjugated MCAs have been reported (65), the detergency properties of taurine-conjugated MCAs or mixtures of conjugated MCAs and nontrihydroxylated BAs have not been described. Using the RBC lysis model as a measure of detergency, TαMCA and TβMCA demonstrated membrane lysis properties intermediate between TUDCA and the more hydrophobic BA species TCA, TDCA, and TCDCA. Whereas bacteria-mediated reactions such as 7α-dehydroxylation that convert primary to secondary BAs typically increases detergency, microbial epimerization of the 6-hydroxy group of βMCA to yield the murine major secondary BA ωMCA dramatically reduces its detergent properties. This may be due to the alpha-orientation of the 6-hydroxy group in ωMCA, which like the 7β-hydroxy group in UDCA is equatorial to the plane of the steroid nucleus and favors interaction with water (43, 66). Mixtures of BAs approximating the measured hepatic BA composition in *Cyp2c70* KO mice were remarkably similar to that reported for human liver in the RBC lysis assay, supporting the concept that while still imperfect, the *Cyp2c70* KO mice may more closely model BA effects in the pathogenesis of liver disease in humans.

In summary, IBAT inhibition improved cholangiopathy and the hepatic injury in *Cyp2c70* KO mice despite increasing hepatic BA synthesis and hydrophobicity of the hepatic BA pool. The improvement was associated with a reduction in the total hepatic BA accumulation. The findings suggest that in addition to the important role of hydrophobicity, there may be a therapeutically addressable threshold for hepatic BA-induced injury by targeting the return of BAs to the liver by inhibiting the function of the intestinal bile acid transporter. Further studies will be required to determine if similar mechanisms are responsible in part for the clinical benefit of IBAT inhibitors that was recently demonstrated in children with progressive familial intrahepatic cholestasis and Alagille syndrome (21, 22).

## Data availability

The liver RNA-Seq dataset is available from the GEO repository with the following accession number: GSE145020.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

One or more of the authors has an actual or perceived conflict of interest with the contents of this article. Paul A. Dawson received Research Funding from Albireo Pharma. Saul J. Karpen received Consulting fees from Albireo Pharma, Intercept Pharmaceutical, and Mirum Pharma.

How the deposited data were processed for this re-analysis (not part of the article)

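Total RNA was extracted by the authors from frozen livers with TRIzol, and libraries were prepared by Novogene and sequenced on an Illumina HiSeq1000. The deposited table lists 54532 genes with GRCm38 coordinates and, for each of the 32 mice, the number of reads counted on each gene and an FPKM value. The counts are whole numbers without normalization or logarithm, and the log2 fold changes in the authors' comparisons were made by the authors with DESeq2 before the file was deposited. The text of the paper names no aligner, counting program, strandedness or annotation for this step. The FPKM values were checked against the counts and equal, within 1e-07 percent per library, the counts divided by gene length and by 1 total per library. That total differed from the sum of the counts by a factor between 0.598 and 1.27 that followed edgeR's TMM factor (Pearson correlation 0.991), so the FPKM values already carry a normalization between libraries and were not used here. The authors' own fold changes and adjusted p values, made with DESeq2 and Benjamini-Hochberg adjustment, were used only to count shared calls. The authors' column comparing female with male KO mice was not used here.

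Mice were grouped by sex, genotype and diet, 4 per group, as the sample labels give them. The labels place the start of the diets 3 weeks after weaning, while the paper describes weaning at 4 weeks and 8 weeks of feeding. Both end at 12 weeks of age. Library totals lay between 36476021 and 44771350. For 48 pairs of libraries within groups, the counts differed by far more than resequencing of 1 sample would give (lowest chi-square per gene 24.3), so each column was treated as a separate mouse.

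Comparisons of 2 groups used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 8 libraries, normalized by TMM and tested with glmQLFit and glmQLFTest. P values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05 with a log2 fold change beyond 1. The standard error printed beside a log2 fold change is its size divided by the square root of the F statistic. Levels are in CPM, counts scaled to a common library size with TMM normalization, given as mean and SD over 4 mice. In each comparison, the genes named are those the paper names and the 3 largest rises and 3 largest falls among called protein-coding genes with a mean of at least 50 counts and no overlap between the 2 groups. For differences between the sexes, the named genes are the 3 with the smallest adjusted p. Differences between the sexes were tested as an interaction on 16 libraries with an adjusted p under 0.05. A group whose libraries all have 3 counts or fewer was bounded at 3 counts, and no fold against that bound is printed.

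Lists of genes, 17 for pathways and 9 for cell types, were written from general knowledge before any expression value was seen, apart from a pair of lists that hold the paper's heatmap genes. They were tested with camera and fry of limma 3.58.1, and scored in each mouse as the mean log2 CPM relative to the WT mice on chow of the same sex. The lists overlap: 7 of the 27 genes for chemokines and cytokines and 4 of the 15 for bile acid synthesis are also in another list, and the paper names 6 and 3 of them. Of the 27 genes for chemokines and cytokines, 13 were expressed in WT mice on chow, as were 17 of 19 for macrophages, 12 of 18 for cholangiocytes, 2 of 13 for neutrophils, 2 of 15 for T cells, 6 of 12 for B cells, 13 of 16 for stellate cells and 21 of 29 for immune receptors. Keywords in gene descriptions were counted among overlap genes and compared by Fisher's exact test with all genes tested in both comparisons. Genes are not independent, so the p values of these keyword tests are descriptive.

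The alternatives were median-of-ratios size factors, library size only, DESeq2 1.42.0, no filter on low counts, a filter at a mean of 50 counts, the replicate number as a block, the 4 groups of 1 sex in a single fit, leaving out each library in turn, dividing the KO chow libraries between comparisons, fry, and camera with an estimated correlation. Further alternatives were added after the data were seen: DESeq2 on every gene with a count and without independent filtering, edgeR with offsets for GC content and gene length, and limma's voom with quality weights. Ranges and tallies given for single genes over the alternatives leave out the 2 changes of the filter on low counts, which are described with the sensitivity of the counts. Not every setting was tested on simulated data. Camera and fry were tested with a list of 30 genes changed. Those tested with 200 genes changed were edgeR, DESeq2, DESeq2 on all genes, voom with quality weights, the GC and length offsets and the interaction test. With DESeq2, 199 of the 200 genes were called in females with 11 wrong calls and 191 in males with 49 wrong calls. The interaction test called 193 with 10 wrong calls. KEGG, DAVID and MetaCore sets and the authors' FPKM values were left out, the first because they are not used here and the second because of their scaling.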

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

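The checks on gene length, mislabelling, library size, other cells and a few large genes in replicate 1 of the male WT mice on chow were chosen after its values were seen. Several measures were also refined after their first values were seen: the libraries that the trends and abundant genes are set against, the limit for the gap between cell types, and the use of different WT mice in the comparisons.

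Replicate 1 of the male WT mice on chow differed from the other 3 mice of its group in its TMM factor (0.639 against 0.955 to 1.01), genes with at least 10 counts (13417 against 15338 to 15662), counts in the 10 largest genes (21.3% against 15.5% to 16.2%), mitochondrial counts (1.61% against 5.11% to 5.54%) and mean correlation with its group (0.867 against 0.945 to 0.950). Its *Cxcl1* was at -0.311 log2 CPM against 1.68 to 1.83. Its list scores were -0.44 for bile acid transport (others 0.0998 to 0.176), -0.464 for the cell cycle (0.121 to 0.179) and 0.603 for hepatocytes (-0.275 to -0.139).

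The deviation of this library followed GC content with a Spearman correlation of 0.659, against -0.303 to 0.327 in the other libraries, which is consistent with a GC bias. The correlation with gene length was -0.411, within -0.482 to 0.285, so a length bias cannot be told apart from none. After both trends were removed, its correlation with its group was 0.918 and every other library was at or above 0.960, so these trends are not the whole cause. The share of its 10 largest genes was above the 13.2% to 18.8% of all other libraries, as a few genes taking many counts would give. That would shift all other genes by 1 factor. Yet 25.6% of 2965 abundant genes were lower than the median deviation by more than 1 on the log2 scale, against at most 1.92% in other libraries. A few large genes are therefore not the whole cause. Added cells of another type would change genes by differing amounts, so this share cannot decide whether they were present. A mouse of the wrong sex or genotype is excluded by *Cyp2c70* at 751 CPM (110 to 187 in male KO mice), *Xist* at 0 CPM and genes of the Y chromosome above every female library. These were, however, far below the other males: *Ddx3y* at 5.73 CPM (55.2 or more in every other male library), *Uty* at 1.93 (13.7 or more), *Kdm5d* at 3.15 (17.9 or more) and *Eif2s3y* at 7.36 (36.1 or more), which is left unexplained. An unusual library size is excluded by its total of 41247352. Without this library, 637 genes were called between male KO and WT mice on chow against 166 with it, and 10 to 118 without another library. The small male count is thus consistent with the spread that this library adds. RNA quality and the state of the animal were not tested.

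Values beyond the limit of Dixon's test for 4 values were found in 35 of 433 groups, the 9 listed above for replicate 1 of the male WT mice on chow included, where about 22 are expected by chance, and none was removed. Male KO chow replicate 4 had *Cyp7a1* at 5.93 log2 CPM (others 4.64 to 4.75) and a score for FXR targets of -0.607 (-0.194 to -0.137), and replicate 1 a score for the inflammatory heatmap genes of 2.35 (2.51 to 2.53). Male WT SC-435 replicate 4 had a mean correlation with its group of 0.972 (0.984 to 0.985), *Acta2* at -0.586 (-0.136 to -0.0751) and scores of -0.281 for bile acid transport (0.139 to 0.163), -0.625 for cytochrome P450 enzymes (0.375 to 0.386), -0.418 for female-biased genes (0.334 to 0.392) and -0.327 for phase 2 conjugation (0.312 to 0.352). Male KO SC-435 replicate 3 had *Il1b* at -0.271 (1.25 to 1.29) and scores of 1.12 for the metabolic heatmap genes (0.65 to 0.719) and -0.552 for neutrophils (0.122 to 0.212), and replicate 4 a score of 0.616 for immune receptors (0.234 to 0.286).

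In females, WT chow replicate 2 had *Tnf* at -3.40 log2 CPM (-2.11 to -2.03), replicate 4 *Krt19* at 0.312 (1.02 to 1.16) and replicate 3 a cholangiocyte score of 0.462 (-0.19 to -0.0922). KO chow replicate 4 had *Tnf* at -2.37 (-0.375 to 0.0363), *Ugt1a10* at -0.905 (-3.91 to -3.89) and scores of -0.913 for the metabolic heatmap genes (-2.83 to -2.70), 0.682 for fatty acid synthesis (-0.95 to -0.719) and -0.226 for female-biased genes (-1.88 to -1.63). KO chow replicate 1 had a pancreatic acinar score of -1.07 (-0.612 to -0.568). KO SC-435 replicate 4 had *Trem2* at 0.65 (-0.429 to -0.265) and scores of 0.744 for the inflammatory heatmap genes (0.0807 to 0.154), 0.801 for chemokines and cytokines (0.255 to 0.338) and -0.32 for cytochrome P450 enzymes (-0.0329 to 0.00354).

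The knockout effect differed between the sexes in 4 of 17026 genes by edgeR's interaction test with Benjamini-Hochberg adjustment (1066 at an unadjusted p under 0.05). As female minus male, these were *Arsa* at 1.27 (standard error 0.18), *Ppp1r3b* at -2.22 (standard error 0.34), *Fam19a2* at -5.17 (standard error 0.78) and *Gm10241* at 2.42 (standard error 0.38), the last named after its value was seen. On chow, *Fam19a2* had a mean of 4.54 CPM in female WT mice and 0.104 CPM in female KO mice. In males it was at 0.103 CPM in WT mice and 0.090 CPM in KO mice, so low that a fall could hardly be measured. Of 100 splits of the libraries, 1 gave as many, the real one. The SC-435 effect in KO mice differed in 36 of 17069 genes (2131 unadjusted), led by *Cyp4a14* at -3.76 (standard error 0.41), *Smoc2* at 2.60 (standard error 0.33) and *Gpat4* at -1.20 (standard error 0.15). Here 7 of the 100 splits gave as many, the real one included, so that chance is not excluded at 1 in 20. The 6 others were among the 73 splits with unequal numbers of females on the sides, and 0 of the 26 equal ones gave as many.

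The paper gives no gene counts for SC-435 in WT mice or for KO mice fed SC-435 against WT mice on chow. With SC-435, 108 genes were higher and 65 lower in female WT mice, and 2 higher and 4 lower in male WT mice. Against WT mice on chow, KO mice fed SC-435 had 431 genes higher and 193 lower in females, and 26 higher and 6 lower in males. In each case 1 of the 35 splits gave as many, the real one, except for the 6 lower genes in males, with 2 of 35.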

How the results depend on the processing

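The settings below change 1 choice at a time. DESeq2 on all genes, GC and length offsets and voom with quality weights were chosen after the data were seen, as was the form of the checks on the replicate numbers. Counts are of genes called, and gene and list values are log2 fold changes. Except where a test is named, the cause of a change was not tested.

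Median-of-ratios size factors left the direction and call of each of the 151 gene values unchanged, and called 109 gene list tests against 107.

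Scaling by library size only moved the count of genes lower with SC-435 in female KO mice to 929, the female overlap of genes higher in KO mice to 655, the count lower in male KO mice to 6, the male overlap of genes lower in KO mice to 2 and the counts with SC-435 in male WT mice to 1 higher and 0 lower. The genes whose knockout effect differs between the sexes became 0, and those for the SC-435 effect 14. It reversed 7 gene values: *Abcb11* in female KO mice (0.17), *Nnt* with SC-435 in females (-0.076), *Ugt1a10* (0.015) and *Acta2* (0.33) in male KO mice, and *Abcb11* (-0.16), *Cyp2a12* (-0.18) and *Nnt* (-0.052) with SC-435 in males. It made 5 gene values called and 11 no longer called.

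DESeq2, the paper's tool, moved the female WT count lower with SC-435 to 101. In males it called 698 genes higher and 163 lower in KO mice, 93 and 40 with SC-435 in WT mice, and 158 and 69 in KO mice fed SC-435 against WT mice on chow. The male overlaps became 516 and 81, and the genes that differ between the sexes 70 for the knockout and 332 for SC-435. The odds ratio of immune keywords in the male overlap of genes lower in KO mice reversed from 2.81 to 0.639. It called 11 gene values that edgeR did not. In simulated male data, DESeq2 made 49 wrong calls and edgeR 9. Part of the added male calls may thus be errors, although the simulation lacks deviations that many genes of a library share.

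DESeq2 on all genes gave 694 and 149 in male KO mice, 80 and 37 in male WT mice fed SC-435, 155 and 62 in male KO mice fed SC-435 against WT mice on chow, male overlaps of 487 and 71, and 38 and 220 genes that differ between the sexes. It made 9 gene values called and 1 no longer called.

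Without a filter on low counts, 234 genes were higher and 39 lower in male KO mice, 6 were higher with SC-435 in male WT mice, and the male overlaps were 178 and 23. With a filter at a mean of 50 counts, the counts in male KO mice were 89 and 12, the male overlaps 65 and 5, and 274 genes were higher in female KO mice fed SC-435 than in WT mice on chow. Gene values under these filters are left out of the totals below. Of the genes reported for KO mice against WT mice and for SC-435 in KO mice, the lack of a filter called *Tnf*, *Cxcl2* and *Ugt1a10* in female KO mice, *Il1b*, *Cxcl10*, *Cfd* and *Adgrf1* with SC-435 in females, and *Col1a1*, *Ly6d* and *Cfd* in male KO mice, and lost no call. The strict filter called *Il1b* and *Cfd* with SC-435 in females. It lost *Cxcl1* and *Cyp4a14* in male KO mice and left out *Timp1* in all 4 comparisons, *Gm3776* in female KO mice, *Tnf* and *Ugt1a10* with SC-435 in females, and *Cxcl2* in both male comparisons.

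The replicate number as a block gave 15 and 2 in male KO mice, 420 lower with SC-435 in male KO mice, 0 and 0 in male WT mice, and 0 and 0 in male KO mice fed SC-435 against WT mice on chow. The overlaps were 263 (female, higher in KO mice), 11 and 1 (male), and the sex differences 0 and 6. It reversed *Cyp7a1* in female KO mice (-0.20) and *Acta2* in male KO mice (0.40), made 1 gene value called and 29 no longer called, and called 113 gene list tests against 107. The correlations between the deviations of mice with the same replicate number ran from -0.223 to 0.214, and 7 of 32 were above 0.1. In male KO and WT mice on chow all 4 were above 0, from 0.0661 to 0.201, so that mice with the same number may share part of their spread there, where the block leaves 15 and 2 genes.

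GC and length offsets gave 266 and 88 in male KO mice, 13 and 8 in male WT mice fed SC-435, 53 and 18 in male KO mice fed SC-435 against WT mice on chow, male overlaps of 195 and 48 and 0 genes for the knockout effect by sex. *Abcb11* in male KO mice reversed to -0.28. It made 7 gene values called and 1 no longer called.

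Voom with quality weights gave 345 genes lower in female KO mice, 531 higher and 933 lower with SC-435 in female KO mice, and female overlaps of 664 and 181. In males it gave 764 and 199 in KO mice, 203 and 182 with SC-435 in WT mice, 354 and 207 in KO mice fed SC-435 against WT mice on chow, and overlaps of 375 and 65. The sex differences became 554 and 302. Reversed were *Cyp7a1* in female KO mice (-0.42), *Ugt1a10* (0.070), *Acta2* (1.10) and *Abcb11* (-0.067) in male KO mice and *Cyp2a12* with SC-435 in males (-0.11). It made 17 gene values called and 7 no longer called.

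With the 4 groups of 1 sex in the fit, 262 genes were lower in female KO mice and the female overlap of genes lower in KO mice was 120. In males the counts were 794 and 160 in KO mice, 53 and 16 in WT mice fed SC-435, 94 and 21 in KO mice fed SC-435 against WT mice on chow, and the overlaps 381 and 62. In male KO SC-435 vs KO chow, Cyp2a12, at 0.00034 by edgeR on 2 groups, became -0.00182. It made 10 gene values called and 2 no longer called.

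Dividing the KO mice on chow between the comparisons gave median overlaps of 162 and 26 in females and 7.5 and 0 in males. With 2 KO mice per comparison, loss of power also lowers these counts.

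Fry called 68 of the 205 list tests, 1 of them not called by camera, and camera with an estimated correlation called 0, with the smallest adjusted p at 0.215 and estimated correlations from -0.0737 to 0.929.

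Leaving out 1 library at a time gave these ranges. Genes lower in female KO mice: 92 (without female KO chow replicate 2) to 344 (without female KO chow replicate 4). With SC-435 in female KO mice, higher: 256 (without female KO SC-435 replicate 2) to 586 (without female KO chow replicate 4), and lower: 325 (without female KO chow replicate 2) to 919 (without female KO chow replicate 4). With SC-435 in female WT mice, higher: 47 (without female WT SC-435 replicate 4) to 102 (without female WT chow replicate 1), and lower: 21 to 69 (the same libraries). In male KO mice, higher: 9 (without male WT chow replicate 3) to 522 (without male WT chow replicate 1), and lower: 1 (without male WT chow replicate 2) to 115 (without male WT chow replicate 1). Lower with SC-435 in male KO mice: 268 (without male KO SC-435 replicate 4) to 1080 (without male KO chow replicate 1). With SC-435 in male WT mice, higher: 1 (without male WT SC-435 replicate 1) to 105 (without male WT chow replicate 1), and lower: 0 to 55 (the same libraries). In male KO mice fed SC-435 against WT mice on chow, higher: 5 (without male KO SC-435 replicate 1) to 289 (without male WT chow replicate 1), and lower: 5 to 126 (the same libraries).

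Over the same fits, the female overlaps ran from 200 to 661 and from 26 to 216 (without female KO chow replicate 2 and 4). The male overlaps ran from 7 (without male WT chow replicate 3) to 320 (without male WT chow replicate 1) and from 0 (without male KO chow replicate 1) to 47 (without male WT chow replicate 1). The genes that differ between the sexes ran from 0 (without female KO chow replicate 1) to 75 (without male WT chow replicate 1) for the knockout and from 6 (without female KO SC-435 replicate 2) to 185 (without female KO chow replicate 4) for SC-435.

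Genes whose direction reversed without 1 library were, in female KO mice, *Cyp7a1* from -0.21 (without female KO chow replicate 4) to 0.59 (without female KO chow replicate 1) and *Abcb11* from -0.059 (without female WT chow replicate 1) to 0.052 (without female KO chow replicate 3), with SC-435 in females *Nnt* from -0.13 (without female KO chow replicate 2) to 0.51 (without female KO chow replicate 4), in male KO mice *Acta2* from -0.43 (without male WT chow replicate 3) to 0.45 (without male WT chow replicate 1) and *Abcb11* from -0.057 (without male WT chow replicate 1) to 0.19 (without male WT chow replicate 2). With SC-435 in males they were *Abcb11* from -0.017 (without male KO chow replicate 4) to 0.078 (without male KO chow replicate 1), *Cyp2a12* from -0.11 (without male KO chow replicate 4) to 0.074 (without male KO chow replicate 2) and *Nnt* from -0.079 (without male KO SC-435 replicate 4) to 0.26 (without male KO SC-435 replicate 2). In all, 18 gene values reversed, 23 became called, 148 were no longer called and 1019 were unchanged.

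Lists that reversed without 1 library were, in female KO mice, bile acid transport from -0.067 (without female WT chow replicate 1) to 0.11 (without female WT chow replicate 3), cell cycle from -0.40 (without female WT chow replicate 4) to 0.28 (without female KO chow replicate 1) and erythroid from -0.44 (without female WT chow replicate 4) to 0.57 (without female WT chow replicate 1). In male KO mice they were T cell from -0.24 (without male KO chow replicate 4) to 0.44 (without male KO chow replicate 1), female-biased liver genes from -0.370506 (without male KO chow replicate 2) to 0.0108188 (without male KO chow replicate 1) and pancreatic acinar from -0.46 (without male WT chow replicate 3) to 0.094 (without male KO chow replicate 4). With SC-435 in male KO mice they were T cell from -0.046 (without male KO chow replicate 1) to 0.54 (without male KO chow replicate 4), bile acid transport from -0.015 (without male KO chow replicate 4) to 0.26 (without male KO chow replicate 2) and pancreatic acinar from -0.41 (without male KO chow replicate 4) to 0.016 (without male KO SC-435 replicate 1), and in male WT mice bile acid synthesis from -0.033 (without male WT chow replicate 4) to 0.15 (without male WT chow replicate 1). In all, 22 list values reversed, 14 became called, 18 were no longer called and 810 were unchanged.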

Differences from the paper's values

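The paper's counts come from DESeq2, while edgeR's quasi-likelihood test was used here with the same thresholds. A count is taken as different when it is more than 1.5 times larger or smaller. The alternatives set before the data were examined are named apart from those chosen after the values were seen.

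In females, no count from edgeR's main fit on all libraries differed from the paper's. Higher and lower in KO mice were 919 and 163 here and 1138 and 216 in the paper, and with SC-435 344 and 604 here and 414 and 721 in the paper. The overlaps were 413 and 64 here and 488 and 85 in the paper.

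In males, genes higher in KO mice were 145 here and 778 in the paper. Of the alternatives set before the data were examined, DESeq2 (698), 4 groups of 1 sex in the fit (794) and leaving out WT chow replicate 1 (522) come within the limit. Genes lower in KO mice were 21 here and 172 in the paper, with DESeq2 (163), 4 groups of 1 sex in the fit (160) and leaving out WT chow replicate 1 (115) within it. Median-of-ratios size factors, library size only, no filter, strict filter, replicate block and leaving out any other library do not come within it for these counts. Of those chosen after the values were seen, DESeq2 on all genes (694 and 149) and voom with quality weights (764 and 199) do, and GC and length offsets (266 and 88) do not.

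Genes lower with SC-435 in male KO mice were 730 here and 1188 in the paper. Library size only (1083), DESeq2 (1039), no filter (864) and leaving out KO chow replicate 1 (1080) or 2 (1035) come within the limit. Median-of-ratios size factors, strict filter, replicate block, 4 groups of 1 sex in the fit and leaving out any other library do not. DESeq2 on all genes, chosen after the values were seen, does (1063), while voom (565) and the offsets (627) do not.

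The male overlaps were 102 and 10 here and 563 and 90 in the paper. DESeq2 (516 and 81) and 4 groups of 1 sex in the fit (381 and 62) come within the limit, and the other alternatives set before do not. Of those chosen after the values were seen, DESeq2 on all genes (487 and 71) does, voom does for the second overlap (65) and not for the first (375), and the offsets (195 and 48) do not.

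The paper's text names *Cxcl10*, and its heatmap shows *Il1b*, among the genes moved toward WT levels by SC-435 in female KO mice. By edgeR on KO mice with and without SC-435 their adjusted p values were 0.0522 and 0.0513. Both are called with 4 groups of 1 sex in the fit, DESeq2, library size only and no filter, without KO chow replicate 4, and, chosen after the values were seen, with DESeq2 on all genes, GC and length offsets and voom. *Cxcl10* is also called without KO SC-435 replicate 4, and *Il1b* with the strict filter. They are not called with median-of-ratios size factors or the replicate block, or without any other library. The paper's text names *Cxcl2* and its heatmap shows *Tnf* in the same way, while they had too few counts to be tested by edgeR between KO and WT mice. Both are called higher in KO mice with no filter and, chosen after the values were seen, with DESeq2 on all genes. *Tnf* is also called with 4 groups of 1 sex in the fit and without KO chow replicate 4. With SC-435, *Cxcl2* could be tested in only 5 of 19 settings and was called in none of them. The heatmap also shows *Ugt1a10*, whose adjusted p between female KO and WT mice was 0.0761 by edgeR. It is called with 4 groups of 1 sex in the fit, DESeq2, no filter and without KO chow replicate 4, and, chosen after the values were seen, with DESeq2 on all genes and voom. The other settings do not call it.

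By quantitative PCR, the paper reports lower *Cyp7a1* in female KO than in WT mice. In the RNA-Seq data the log2 fold change was 0.21 by edgeR, with the opposite sign under the replicate block (-0.20) and voom (-0.42), and it was called in no setting. The paper also reports lower *Slc10a1* in female KO mice, whose log2 fold change was -0.79 by edgeR (adjusted p = 0.0546) and which was called only without KO chow replicate 4. With no threshold on the fold change, its adjusted p was below 0.05 with DESeq2, the replicate block and 4 groups of 1 sex in the fit and, chosen after the values were seen, with DESeq2 on all genes, GC and length offsets and voom. In male KO mice the paper reports higher *Tgfb1* and *Krt19*. By edgeR they were at 0.22 (adjusted p = 0.81) and 1.45 (adjusted p = 0.196). *Tgfb1* was called in no setting. *Krt19* was called with 4 groups of 1 sex in the fit, without WT chow replicate 1 and, chosen after the values were seen, with GC and length offsets and voom.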

Other observations

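The form of the tests on cell types and on SC-435 in WT mice was refined after first values were seen, and the genes that the paper measured by other methods were chosen by the paper.

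The groups were also compared after exchanging mice between them. Each count of genes higher or lower in KO mice, or with SC-435 in KO mice, was reached by 1 of the 35 splits in its comparison, the real one, and each overlap by 1 of 100. An overlap as large as that observed is thus unlikely to come from chance among these mice. Of the genes called higher in KO mice, 95.2% in females and 96.6% in males moved the opposite way with SC-435, against 61.0% and 63.2% in simulations without an effect of SC-435.

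*Cyp2c70* reads remained in KO mice. Reads shared with related genes are excluded as a cause by the word search, in which 0% of 50-base words occur elsewhere. The paper describes a deletion in the KO allele that takes in exon 2, so the remaining transcripts should lack that exon. Reads over it were not counted here. In WT mice fed SC-435 the mean of *Cyp2c70* was lower than on chow without meeting both thresholds of a call in either sex, from 710 ± 107 to 472 ± 68.5 CPM in females (SD, n = 4 each, log2 fold change -0.58, standard error 0.13, adjusted p = 0.0382 from edgeR with Benjamini-Hochberg adjustment) and from 621 ± 98 to 320 ± 48.0 CPM in males (SD, n = 4 each, -0.98, standard error 0.20, adjusted p = 0.229 from edgeR).

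A lower share of hepatocytes alone would raise all other cell types alike. In female KO mice the medians of cholangiocyte and stellate cell genes lay 1.20 apart (3.67 standard errors, limit 2.81 over 10 pairs). In males those of cholangiocyte and B cell genes lay 1.72 apart (5.23 standard errors). These standard errors come from resampling genes as if independent and do not measure the spread among mice. In the list tests without 1 library, the medians ran from 1.30 to 1.74 and from 0.26 to 0.53 in females. In males they ran from 1.73 to 2.13 and from 0.05 to 0.36. The gaps argue against a lower share of hepatocytes alone without excluding it. More cholangiocytes or a change in their state could each raise these genes. By histology, the paper reports more Ck-19-positive cells per area in female KO mice, and similar but smaller changes in males. That is evidence for more cells. Whether their state changed as well remains open, and single-cell data could test it.

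Genes that differ between KO mice fed SC-435 and WT mice on chow may reflect SC-435 itself. With the WT mice on chow divided between the comparisons, at least 68.2% of these genes in females moved the same way in WT mice fed SC-435, which is consistent with that explanation. In males the lowest share was 74.2%, of 349 genes, which is also consistent with it, although 3 of the 6 ways hold only 2 to 6 genes. Cholesterol biosynthesis rose with SC-435 in WT mice too, with medians of 1.01 in females and 0.81 in males (camera and fry).

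In female WT mice, SC-435 raised *Cyp7a1* by 4.28 (standard error 0.47, adjusted p = 0.00291) and *Cyp8b1* by 2.43 (standard error 0.31, adjusted p = 0.00581) in edgeR's test. The largest other changes were those of *Cyp4a12a* (3.94) and *Asns* (3.24), and of *Hsd3b5* (-5.71), *Serpina9* (-4.07) and *Ptgds* (-2.95). In male WT mice the called genes were *Fam19a2* (6.01), *Hmgcs1* (2.48), *Adgrf1* (-2.36), *Serpina9* (-2.63), *Wnk4* (-2.13) and *Tmeff2* (-5.55), the last named after its value was seen. In KO mice fed SC-435 against WT mice on chow, *Lrtm2* stayed higher in females (6.90) and males (5.70).

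Genes that the paper measured by quantitative PCR were also counted. In female KO mice by edgeR, *Col1a1* was higher by 2.60 (standard error 0.35, adjusted p = 0.00216), *Timp1* by 3.75 (standard error 0.51, adjusted p = 0.0023), *Krt19* by 1.55 (standard error 0.27, adjusted p = 0.00617) and *Tgfb1* by 0.41 (standard error 0.10, adjusted p = 0.0263), and *Acta2* changed by -0.91 (standard error 0.58, adjusted p = 0.317). With SC-435 the changes were -1.71 for *Col1a1*, -2.99 for *Timp1*, -0.87 for *Krt19* and -0.48 for *Tgfb1*, and *Slc10a1* rose by 0.98 (standard error 0.22). Those of *Krt19*, *Tgfb1* and *Slc10a1* were not called. *Adgre1*, which encodes F4/80, was higher by 1.10 in KO mice and changed by -0.95 with SC-435, the latter not called. These 4 changes with SC-435 are smaller than 1, so they miss the fold threshold whatever their p. Of 19 settings, 4 called *Slc10a1* higher, 4 called *Adgre1* lower, 2 called *Krt19* lower and 0 called *Tgfb1*. *Abcb11* (-0.019) and *Cyp2a12* (-0.32) were not called in KO mice.

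In male KO mice by edgeR, *Trem2* was higher by 4.30 (standard error 0.63, adjusted p = 0.0219) and *Timp1* by 4.32 (standard error 0.60, adjusted p = 0.0192). Both calls were lost without WT chow replicate 2, 3 or 4, and without KO chow replicate 3 for *Trem2* and 4 for *Timp1* (adjusted p up to 0.103 and 0.098). *Col1a1*, at 3.12 (standard error 0.69), had an adjusted p of 0.076 and between 9.89e-05 and 0.0996 over the alternatives. *Krt19* was at 1.45 (adjusted p = 0.196), *Il1b* at 1.43 (adjusted p = 0.204) and *Tgfb1* at 0.22 (adjusted p = 0.81). None of these genes differed between the sexes by the interaction test, where *Ccl2* came closest at -2.66 for the knockout (adjusted p = 0.166) and 2.12 for SC-435 (adjusted p = 0.0563, edgeR with Benjamini-Hochberg adjustment).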
